# Inactivation of *Zeb1* in GRHL2-deficient mouse embryos rescues mid-gestation viability and secondary palate closure

**DOI:** 10.1242/dmm.042218

**Published:** 2020-03-25

**Authors:** Marina R. Carpinelli, Michael E. de Vries, Alana Auden, Tariq Butt, Zihao Deng, Darren D. Partridge, Lee B. Miles, Smitha R. Georgy, Jody J. Haigh, Charbel Darido, Simone Brabletz, Thomas Brabletz, Marc P. Stemmler, Sebastian Dworkin, Stephen M. Jane

**Keywords:** Grhl2, Zeb1, Palate, EMT, Explant

## Abstract

Cleft lip and palate are common birth defects resulting from failure of the facial processes to fuse during development. The mammalian grainyhead-like (*Grhl1-3*) genes play key roles in a number of tissue fusion processes including neurulation, epidermal wound healing and eyelid fusion. One family member, *Grhl2*, is expressed in the epithelial lining of the first pharyngeal arch in mice at embryonic day (E)10.5, prompting analysis of the role of this factor in palatogenesis. *Grhl2*-null mice die at E11.5 with neural tube defects and a cleft face phenotype, precluding analysis of palatal fusion at a later stage of development. However, in the first pharyngeal arch of *Grhl2*-null embryos, dysregulation of transcription factors that drive epithelial-mesenchymal transition (EMT) occurs. The aberrant expression of these genes is associated with a shift in RNA-splicing patterns that favours the generation of mesenchymal isoforms of numerous regulators. Driving the EMT perturbation is loss of expression of the EMT-suppressing transcription factors *Ovol1* and *Ovol2*, which are direct GRHL2 targets. The expression of the miR-200 family of microRNAs, also GRHL2 targets, is similarly reduced, resulting in a 56-fold upregulation of *Zeb1* expression, a major driver of mesenchymal cellular identity. The critical role of GRHL2 in mediating cleft palate in *Zeb1^−/−^* mice is evident, with rescue of both palatal and facial fusion seen in *Grhl2^−/−^;Zeb1^−/−^* embryos. These findings highlight the delicate balance between GRHL2/ZEB1 and epithelial/mesenchymal cellular identity that is essential for normal closure of the palate and face. Perturbation of this pathway may underlie cleft palate in some patients.

## Abstract (precis)

**Summary:** Epithelial transcription factor GRHL2 is required for face closure while mesenchymal transcription factor ZEB1 is required for palate closure. Surprisingly, animals lacking both factors close their face and secondary palate.

## INTRODUCTION

Cleft lip and/or palate affects approximately 1 in 700 live births (Dixon et al., 2011) and is associated with significant morbidity. This birth defect arises when facial processes fail to fuse during embryonic development. The upper lip and anterior region of the palate, termed primary palate, has a separate ontogeny from the posterior region, termed secondary palate. The upper lip and primary palate are derived from fusion between the medial nasal processes (MNPs) and maxillary processes (MXPs). The secondary palate is formed when palatal shelves outgrow from the MXPs, initially downwards adjacent to the tongue, then reorientating to grow towards the midline. Fusion between the palatal shelves creates a midline seam of epithelium that dissolves to allow mesenchymal confluence. In the mouse, MXP-MNP fusion occurs at embryonic day (E)10.5, while palatal shelf outgrowth and fusion occur between E11.5 and E15.5, resulting in palate formation being complete by E17 (Bush and Jiang, 2012). In the sixth week of human gestation, the MXPs, MNPs and lateral nasal process (LNP) fuse, and the palatal shelves begin to grow from the oral side of the MXPs. In the eighth week, the palatal shelves elevate above the tongue and merge in the midline. They also fuse with primary palate and nasal septum, with fusion complete by the twelfth week of gestation (Lan et al., 2015).

Numerous genes have been implicated in the regulation of mammalian palatogenesis (Bush and Jiang, 2012), including the grainyhead-like 3 (*GRHL3*) gene (Peyrard-Janvid et al., 2014), a member of a large family of highly conserved developmental transcription factors (Wilanowski et al., 2002). The first-discovered member of this family, *Drosophila* grainyhead (*grh*), is required for formation of the head skeleton, dorsal hole closure, integrity of the cuticle, and other cellular polarity and migration events during fly development (Bray and Kafatos, 1991). Truncating mutations in human *GRHL3* cause cleft palate (Mangold et al., 2016), while a missense variant is associated with increased risk of cleft palate at the population level (Leslie et al., 2016). The congenital disorder Van Der Woude syndrome, involving cleft lip and/or palate with lower lip pits, can also be caused by dominant mutations in *GRHL3* (Peyrard-Janvid et al., 2014). *Grhl3* is also critical for neural tube closure, a role it shares with its nearest mammalian paralog, *Grhl2*. We and others have shown that *Grhl2^−/−^* mouse embryos exhibit a cleft face, cranioschisis and an open posterior neuropore at E10.5 (Rifat et al., 2010; Werth et al., 2010). Embryos carrying N-ethyl-N-nitrosourea (ENU)-induced mutations in *Grhl2* can survive until advanced stages of development, at which point they display a cleft upper jaw (Menke et al., 2015; Pyrgaki et al., 2011). The non-neural ectoderm adjacent to the neural plate displays mesenchymal characteristics in *Grhl2* mutant embryos, including aberrant vimentin expression and increased cell motility (Ray and Niswander, 2016). The resulting lack of epithelial integrity prevents apposition of the neural folds, resulting in failed neural tube closure.

ZEB1 is another transcription factor implicated in palatogenesis. *Zeb1^−/−^* mouse embryos die neonatally with a cleft palate and widespread skeletal abnormalities (Takagi et al., 1998). *Zeb1* is expressed in the mesenchyme but not the epithelium during palatal shelf outgrowth (Liu et al., 2008; Shin et al., 2012). *Zeb1^−/−^* palatal mesenchyme fails to express the mesenchymal marker vimentin but ectopically expresses the epithelial marker E-cadherin at E16.5 (Liu et al., 2016). A spontaneously arising mutant, the Twirler mouse, displays cleft lip and secondary palate associated with failure of palatal shelf outgrowth (Gong et al., 2000). This phenotype is due to a point mutation in intron 1 of *Zeb1* that dysregulates its expression (Kurima et al., 2011). Although mutations in *ZEB1* are not associated with cleft palate in humans, haploinsufficiency causes posterior polymorphic corneal dystrophy, a characteristic feature of which is acquisition of epithelial characteristics by corneal endothelium (Krafchak et al., 2005; Liskova et al., 2016).

The developing palate is composed of epithelial and mesenchymal cell types. Epithelial cells are immotile and characterized by their apical-basal polarity, attachment to a basal lamina, cortical ring of actin and expression of intercellular tight and adherens junctions. In contrast, mesenchymal cells exhibit anteroposterior polarity and actin stress fibres, are not attached to a basal lamina and can be motile. The epithelial-mesenchymal transition (EMT) is a phenotype shift that occurs during embryonic development and cancer metastasis. Where a cell sits on the epithelial-mesenchymal phenotypic spectrum at any given time is determined by expression of microRNAs, transcription factors and splicing regulators (Nieto et al., 2016). The miR-200 and miR-34 family microRNAs, GRHL2, OVOL1 and OVOL2 transcription factors, and ESRP1 and ESRP2 splicing regulators promote epithelial cellular identity. The ZEB1, ZEB2, SNAI1, PRRX1 and TWIST1 transcription factors and the QKI, SRSF1 and RBFOX2 splicing factors promote mesenchymal cellular identity. A number of observations link GRHL2 to regulation of EMT, particularly the strong promotion and maintenance of epithelial identity, albeit largely in non-developmental contexts. GRHL2 suppresses EMT in a breast cancer cell line by directly repressing the *ZEB1* promoter (Cieply et al., 2013, 2012), while key EMT suppressors are directly transactivated by GRHL2, including *MIR200B*, *MIR200A*, *MIR429* (Chung et al., 2016) and *Ovol2* (Aue et al., 2015).

In this paper, we demonstrate that GRHL2 maintains the cellular identity of palatal epithelium by transactivating EMT-suppressing microRNAs, transcription factors and splicing regulators. These findings indicate that the pathway by which GRHL2 suppresses EMT in cancer is also crucial for palatogenesis.

## RESULTS

### The MXPs of *Grhl2^−/−^* embryos are smaller than those of wild-type littermates at E10.5

*Grhl2* is expressed in the epithelium lining the maxillary and nasal processes at E10.5 (Brouns et al., 2011), with expression continuing in oral epithelium until E17.5 (Auden et al., 2006). This expression pattern is consistent with *Grhl2* playing a role in closure of the palate. As *Grhl2^−/−^* embryos have a cleft face, we first determined whether their maxillary and nasal processes formed normally between E9.5 and E10.5. Scanning electron micrographs revealed that the MXPs were abnormally small in *Grhl2^−/−^* embryos at E10.5 (Fig. 1A-D). The mean ratio of MXP/MDP area was 0.96 for wild-type embryos and 0.78 for *Grhl2^−/−^* embryos, although this difference was not statistically significant. Next, we dissected the first pharyngeal arch (PA1) at E10.5, and noted again that the *Grhl2^−/−^* MXPs were reduced in size (Fig. 1E). Images of the head of E10.5 embryos revealed that the nasal processes were malformed in *Grhl2^−/−^* embryos, making it infeasible to determine whether the lambdoid junction had formed (Fig. 1F). We cut defined section planes through the nasal and maxillary processes of E10.5 embryos and determined that the nasal pits were present in *Grhl2^−/−^* embryos, as were the MXPs, which stained darkly with Haematoxylin and Eosin (H&E) (Fig. 1G,H). These findings showed that *Grhl2^−/−^* embryos have small MXPs at E10.5. In order to determine whether *Grhl2^−/−^* embryos had a deficiency of cranial neural crest cells, we stained coronal sections through E10.5 PA1 for SOX9. *Grhl2^−/−^* embryos exhibited normal numbers of SOX9-positive neural crest cells in their MXP and mandibular process (MDP) mesenchyme at E10.5 (Fig. S1A,B). In order to determine whether GRHL2 is required in neural crest cells for palate closure, we conditionally inactivated *Grhl2* using *Wnt1Cre* (Danielian et al., 1998). *Grhl2^+/−^;Wnt1Cre^+^*×*Grhl2^fl/fl^* timed matings were performed and the embryos harvested at E17.5. Of 55 embryos harvested, 16 (29%) were *Grhl2^fl/−^;Wnt1Cre^+^*. This was not significantly different from the Mendelian expectation of 25%, indicating that embryos lacking *Grhl2* in neural crest cells were viable to E17.5. Furthermore, skeletal preparations stained with Alizarin Red and Alcian Blue revealed normal palate closure in *Grhl2^fl/−^;Wnt1Cre^+^* conditional knockout embryos at E17.5 (Fig. S1C). These findings indicate that GRHL2 is not required for neural crest cells to populate the first pharyngeal arch or required in neural crest cells for palate closure.

**Fig. 1.**
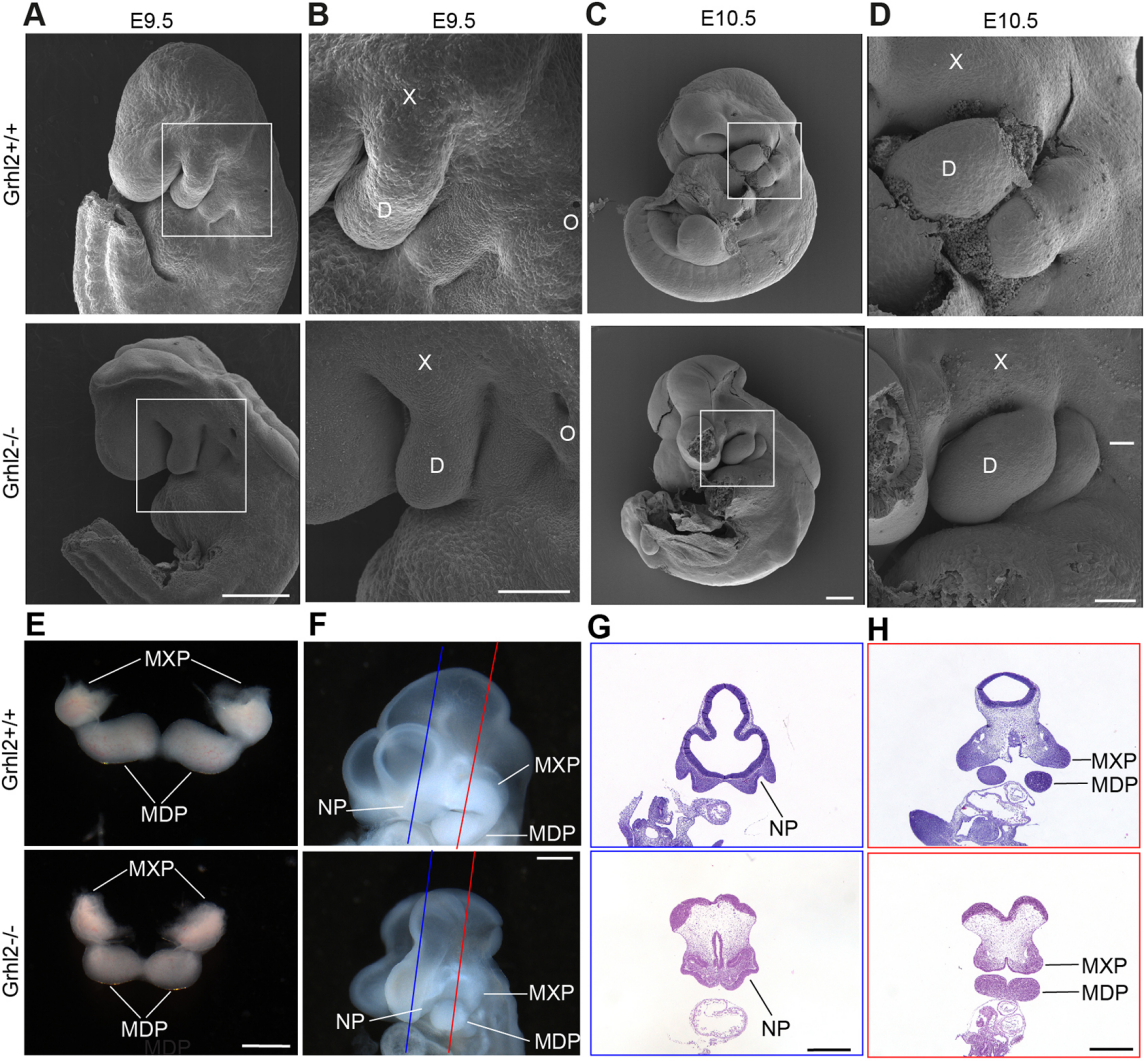
***Grhl2^−/−^* embryos have small maxillary processes.** (A-D) Scanning electron micrographs of *Grhl2^+/+^* and *Grhl2^−/−^* E9.5 (A,B) and E10.5 (C,D) embryos. Boxes indicate the location of adjacent higher-magnification images. D, mandibular process; O, otic pit; X, maxillary process. (E) PA1 dissected from E10.5 embryos. (F) Planes of sections through E10.5 embryos shown in G (blue line) and H (red line). (G,H) Coronal sections through the nasal process (G) and maxillary process (H) stained with Haematoxylin and Eosin (H&E). MDP, mandibular process; MXP, maxillary process; NP, nasal pit. Images are representative of four embryos of each genotype. Scale bars: 250 μm (A,C), 100 μm (B,D) and 500 μm (E-H).

### *Grhl2^−/−^* first pharyngeal arch epithelium displays mesenchymal characteristics

As GRHL2 is required to maintain the epithelial integrity of non-neural ectoderm at E8.5 (Ray and Niswander, 2016), we determined whether absence of this transcription factor perturbs E-cadherin and vimentin expression at E10.5. The first pharyngeal arch (PA1) comprises the MXPs, which form the palate, and the MDPs, which form the lower jaw. We collected sections through the PA1 of *Grhl2^+/+^* and *Grhl2^−/−^* embryos at E10.5, and performed immunohistochemical staining on the MDPs and MXPs (Fig. 2A,B). The epithelial markers E-cadherin and Epcam were downregulated in *Grhl2^−/−^* epithelium. Conversely, the mesenchymal marker vimentin was ectopically expressed in *Grhl2^−/−^* epithelium in this system. Staining for β-galactosidase (which reports expression from the *Grhl2* gene-targeted allele) confirmed that *Grhl2* was expressed in the epithelial but not mesenchymal compartments of the PA1 (Fig. 2C). We isolated the epithelial and mesenchymal compartments of PA1 and performed quantitative reverse transcription PCR (Q-RT-PCR) using primers for epithelial (*Cdh1*, *Epcam*, *Cldn4*, *Cldn8*) and mesenchymal (*Cdh2*, *Vim*) gene transcripts. Epithelial genes were downregulated and mesenchymal genes were upregulated in *Grhl2^−/−^* PA1 epithelium compared to that of wild-type controls (Fig. 2D). In contrast, expression of these genes was unaltered in *Grhl2^−/−^* PA1 mesenchyme, in keeping with the lack of *Grhl2* expression in this tissue in wild-type mice.

**Fig. 2.**
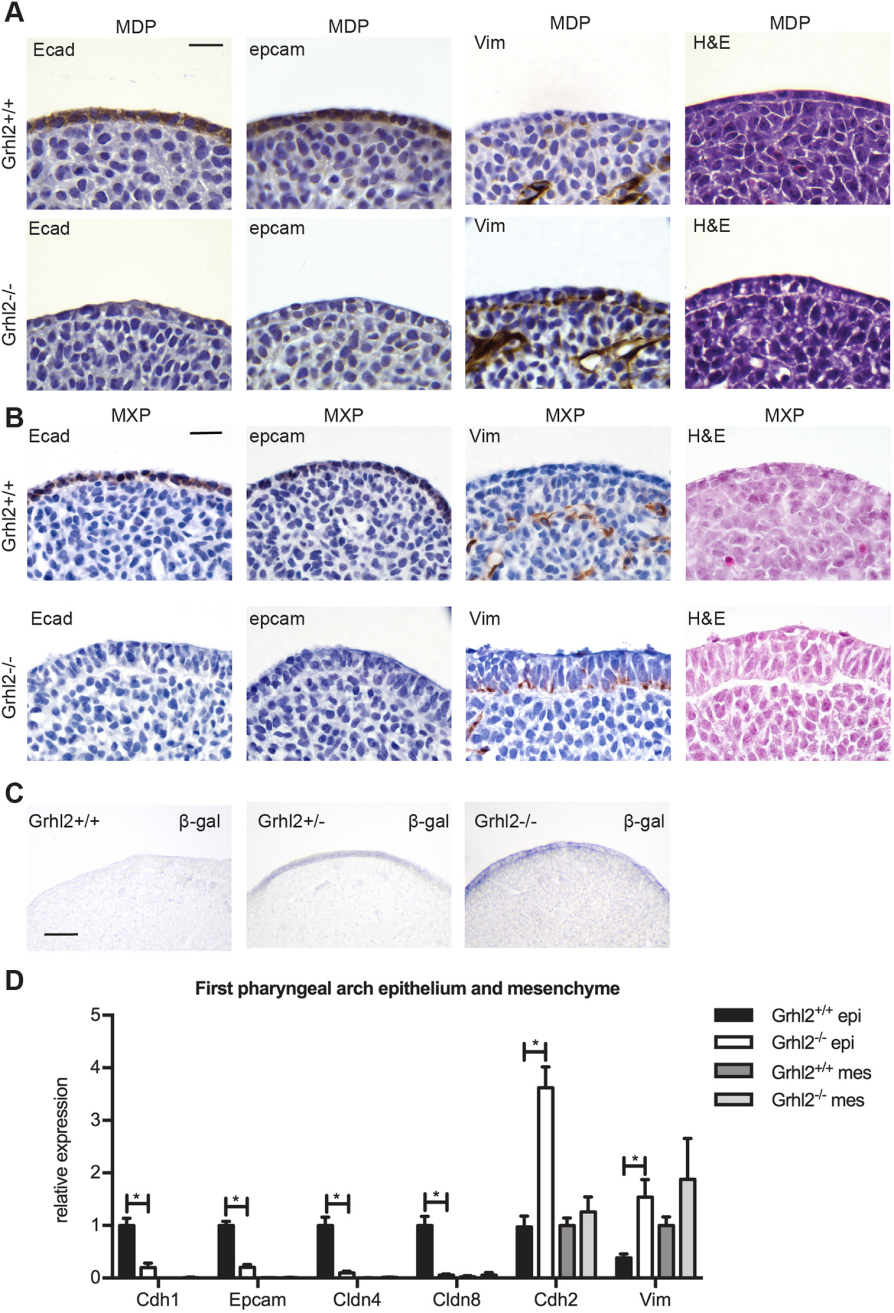
***Grhl2^−/−^* PA1 epithelium has mesenchymal characteristics.** (A) Transverse sections through the E10.5 PA1 MDP stained by immunohistochemistry for E-cadherin (Ecad), Epcam or vimentin (Vim), or with H&E. Images are representative of four embryos. (B) As for panel A, except images are of coronal sections through the MXP. (C) Transverse sections through the MDP of E10.5 embryos stained for β-galactosidase (β-gal) activity. (D) Q-RT-PCR on E10.5 PA1 epithelium (epi) and mesenchyme (mes). Graph shows mean±s.d. *n*=6 embryos. *Grhl2^+/+^* and *Grhl2^−/−^* epithelium were compared using Student's *t*-tests corrected for multiple comparisons with the Holm-Sidak method. *P<0.0001. Scale bars: 20 μm (A,B) and 40 μm (C).

To determine which epithelial cellular characteristics were retained in the absence of GRHL2, we imaged the PA1 of E10.5 embryos using cryo-electron microscopy. Images through the MDP revealed that the wild-type arch was lined by an epithelium of single-cell thickness, with all cells in contact with the basal lamina (Fig. 3A,B). In contrast, the *Grhl2^−/−^* epithelium was thicker and presented with a disorderly cellular arrangement, with some cells not contacting the basal lamina, characteristic of ‘mesenchymal’ cell behaviour. Higher-magnification images revealed that the basal lamina was intact in *Grhl2^−/−^* embryos (Fig. 3C), and apical junctions were readily identifiable at the epithelial surface (Fig. 3D), indicating some maintenance of apico-basal polarity. Confocal microscope optical slices at various depths through the MDPs of embryos stained for filamentous actin revealed that cortical actin was retained in *Grhl2^−/−^* surface epithelium (Fig. 3E) but was not apparent in the underlying mesenchyme (Fig. 3F). Furthermore, the cortical area of the *Grhl2^−/−^* epithelial cells was reduced (Fig. 3G). Cortical actin width was normal at bicellular junctions but increased at tricellular junctions in *Grhl2^−/−^* epithelium (Fig. 3H). These data suggest that *Grhl2^−/−^* PA1 epithelium has a cellular phenotype intermediate between that of wild-type epithelium and mesenchyme.

**Fig. 3.**
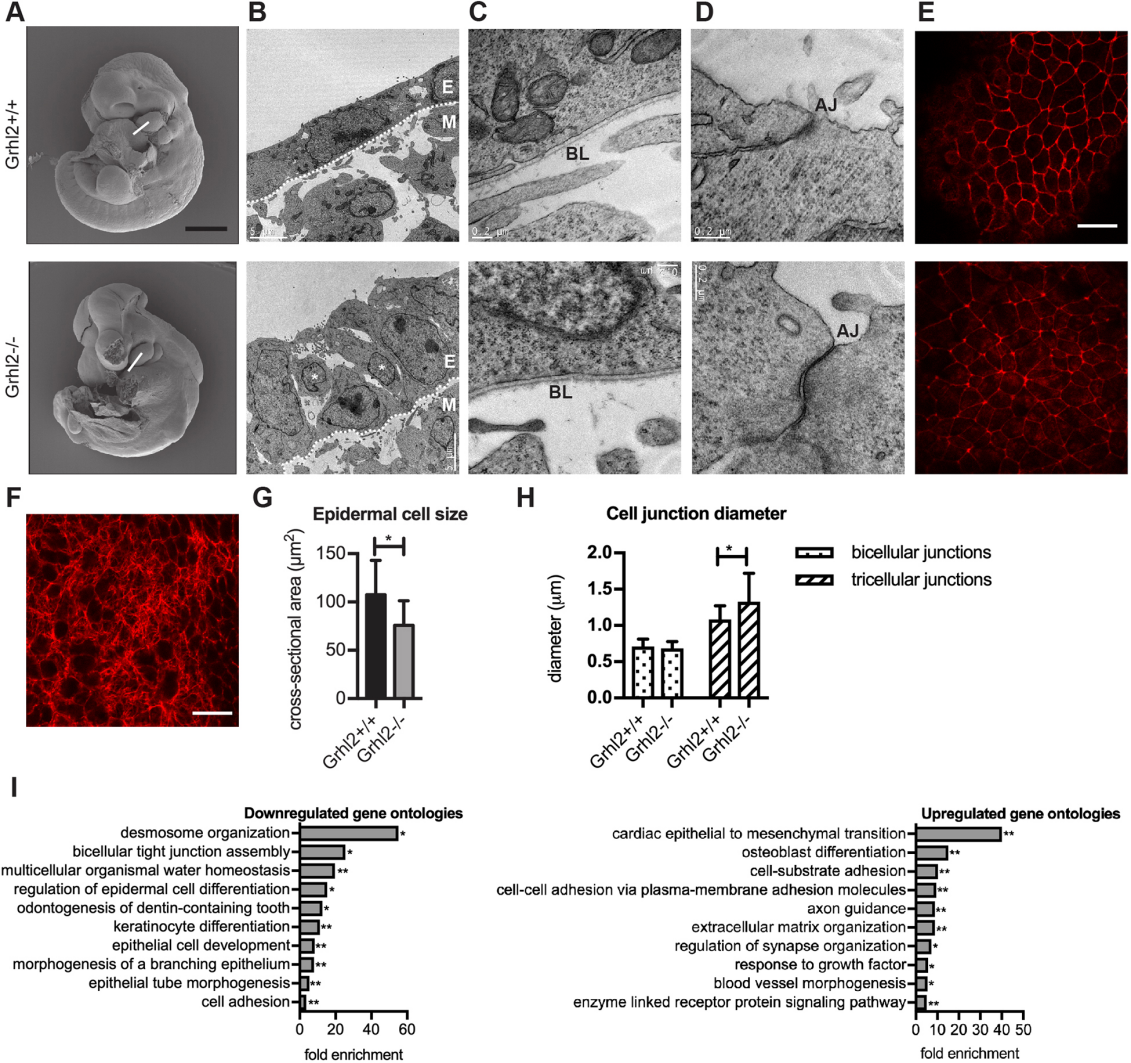
***Grhl2^-/-^* epidermis retains some epithelial characteristics.** (A) Scanning electron microscopy (SEM) images of E10.5 *Grhl2^+/+^* and *Grhl2^-/-^* embryos. Images are repeated from Fig. 1C to illustrate the plane of sections used for transmission electron microscopy (TEM; white line). (B) 5000× TEM image of *Grhl2^−/−^* PA1 epithelium (E) and underlying mesenchyme (M). Asterisks indicate epithelial cells not contacting the basal lamina (dotted line). (C) 70,000× TEM image of the basal end of a PA1 epithelial cell. BL, basal lamina. (D) 120,000× TEM image of the apical end of a PA1 epithelial cell. AJ, apical junction. (E) Confocal microscopy slice through MDP epithelium after staining with rhodamine-phalloidin. Red staining shows the cortical actin ring that surrounds each epithelial cell. (F) An orthoslice through the mesenchymal region of a MDP showing actin stress fibres. SEM, TEM and confocal images are representative of four embryos. (G) PA1 epithelial cell size measured from images in E and similar images of three other *Grhl2^+/+^* and three other *Grhl2^−/−^* embryos. Cross-sectional area of 20 MDP epithelial cells was measured in each embryo. *P<0.0001 using Mann–Whitney test. (H) PA1 epithelial junction diameter measured from images similar to those in E. 110-163 bicellular junctions and 96-104 tricellular junctions were measured. *P<0.0001 using Mann–Whitney test. (I) Most strongly downregulated and upregulated gene ontologies in *Grhl2^−/−^* PA1. *P<0.05, **P<0.01 using binomial test with Bonferroni correction. Graphs in G and H show mean±s.d. Scale bars: 500 μm (A), 5 μm (B), 0.2 μm (C,D) and 20 μm (E,F).

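The first pharyngeal arch (PA1) was dissected from 10 male embryos at E10.5, 5 wild-type and 5 *Grhl2-/-*, and each arch was sequenced as a separate library. The libraries were stranded total RNA libraries depleted of ribosomal RNA, read as single-end reads of 50 bp over 3 lanes. The authors aligned the reads to the GRCm38 mouse genome with STAR, counted them per gene with featureCounts and deposited the counts without normalization, for 22114 protein-coding genes. Between 22188454 and 28596428 reads per wild-type arch were counted on these genes, with a median of 27462069. The *Grhl2-/-* arches had between 25658389 and 28801378, with a median of 27687225. At these depths, 3 reads correspond to between 0.104 and 0.135 CPM (counts normalized for library size) in a library. Floors of this kind cover counting error only. The confidence intervals given for log2 fold changes are from limma-voom and also include variation between embryos of one genotype. No 2 arches of one genotype held the same counts within sampling noise, since the chi-square statistic per gene ranged from 8.06 to 29.8 over the 20 pairs of arches of one genotype. The counts were normalized by the trimmed mean of M-values (TMM) and tested with limma-voom, with genotype as the only term, on the 14561 genes with at least 10 counts in at least 1 of the 10 arches. FDR values are Benjamini-Hochberg adjusted over these genes, and standard errors are the moderated ones of limma. The labels of the arches carry a number that several embryos of both genotypes share. Deviations from the genotype means correlated at 0.105 on average over the 5 pairs of a wild-type and a *Grhl2-/-* arch with the same number, and at -0.0253 over the 20 pairs with different numbers, so results are also given with this number as a replicate block. The numbers of 2 of the *Grhl2-/-* arches are not shared by a wild-type arch, so these arches add nothing to the comparison within blocks.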

To further examine the shift towards mesenchymal gene expression in the *Grhl2^−/−^* epithelium, we performed RNA sequencing (RNAseq) on the dissected PA1 at E10.5. We identified 163 genes that were downregulated (Table S1) and 117 genes that were upregulated (Table S2) in *Grhl2^−/−^* PA1 compared to wild-type PA1. 

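At FDR below 0.01, 158 genes were lower and 128 were higher in *Grhl2-/-* PA1 among the 14561 genes tested with limma-voom. In 285 of these 286 genes, all 5 *Grhl2-/-* arches lay on one side of all 5 wild-type arches, which selection at this FDR favours. Among all genes tested, the groups were separated in this way in 8.88%, where chance gives 0.794%. With the replicate block in the fit (mean correlation of same-numbered arches 0.105), 69 genes were lower and 60 were higher, and 63 and 31 of them were among the genes called without it. The numbers moved most with an FDR threshold of 0.05, which gave 564 lower and 559 higher genes, and DESeq2 in place of limma-voom gave 553 and 520. On simulated counts of 14370 genes with 200 changed genes, DESeq2 made 18 false calls and limma-voom made 0. The authors' deposited table of their own comparison holds 15390 genes, and 272 genes were called both there and here. With the mean of sensory neuron genes as a covariate, chosen after the data were seen, 119 of the lower and 52 of the higher genes were called. When the covariate was shuffled within each genotype, a median of 107 of the lower and 33 of the higher genes were called over 99 draws, and 94 of the draws kept no more of the higher genes than the measured values did.

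The largest falls with separated groups were in genes that were near or below the detection floor in the mutant. *Tmprss13*, on chromosome 9 of GRCm38 from 45319100 to 45347581, had 2.72 ± 0.409 CPM (SD, n = 5) in wild-type PA1 and at most 1 read in any *Grhl2-/-* arch, so it was at least 24.7-fold lower (FDR 1.04e-05 from limma-voom). *Tmem54* was at least 32.9-fold lower (FDR 2.29e-05), *Ces1d* at least 9.42-fold lower (FDR 8.30e-05) and *Prss22* at least 8.56-fold lower (FDR 3.65e-05), each against the floor of 3 reads. *Prom2* had between 145 and 160 reads in the wild-type arches and between 1 and 5 in the *Grhl2-/-* arches, a log2 fold change of -6.21 (standard error 0.379, FDR 4.44e-06).

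The largest rises were in genes of low abundance. *Pax8* had at most 1 read in any wild-type arch and between 13 and 66 reads in the *Grhl2-/-* arches, and was at least 13.1-fold higher (FDR 0.00971 from limma-voom). *Cryge* was at least 4.97-fold higher (FDR 0.00681) and *Phox2a* at least 4.79-fold higher (FDR 0.00926). The log2 fold change was 3.09 for *Rxfp1* (FDR 0.00973) and 3.05 for *Fgf15* (FDR 0.00814). These 5 genes stayed below FDR 0.01 in only 1 or 2 of the 10 fits that each left out one arch. With the replicate block, FDR was 0.00321 for *Pax8* and 0.00728 for *Cryge*, but 0.0111 for *Rxfp1*, 0.0317 for *Phox2a* and 0.0112 for *Fgf15*. The sensory neuron covariate took *Pax8* (FDR 0.0195), *Rxfp1* (0.0433), *Phox2a* (0.0417) and *Fgf15* (0.0136) above the threshold. A minimum of 5 counts in place of 10, also chosen after the data were seen, did so for *Pax8* (0.0135), *Rxfp1* (0.0117) and *Phox2a* (0.0108). FDR values with that minimum differed from those in the authors' deposited table by at most 2.1e-13. *Pax8*, *Rxfp1* and *Phox2a* were thus not called in the authors' own comparison. The 5 genes with the largest falls had FDR between 0.00313 and 0.00741 with the block. *Tmprss13*, *Tmem54*, *Pax8*, *Phox2a* and *Fgf15* overlap exons of a gene on the opposite strand, and the paper's text does not state whether reads were counted by strand. The name the authors gave the deposited table of counts includes the word reverse, an option for counting stranded libraries.

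**Figure D1:**
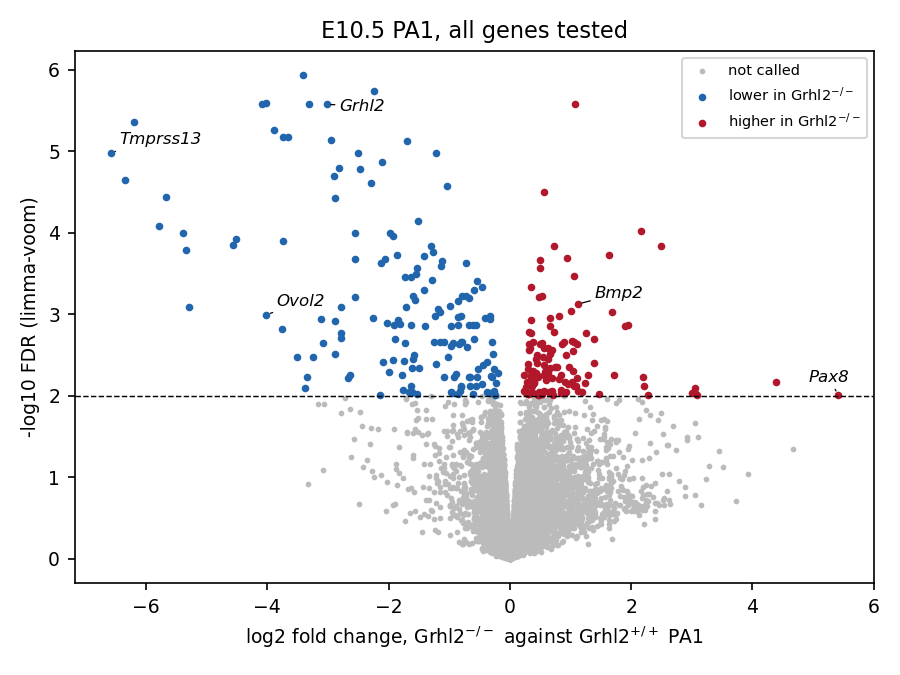
Each point is one of the 14561 genes tested, with the log2 fold change of *Grhl2-/-* against wild-type PA1 on the horizontal axis and the -log10 of the limma-voom FDR on the vertical axis. The dashed line marks FDR 0.01. Above it lie 158 genes lower (blue) and 128 genes higher (red) in *Grhl2-/-* PA1, and the falls reach further from 0 than the rises.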

Given that the PA1 is composed of epithelial and mesenchymal cells, we expect some of the observed gene expression changes to have arisen from each compartment. We next searched for gene ontologies that were enriched in the downregulated and upregulated gene lists. The gene ontologies most strongly down-regulated in the absence of GRHL2 were integral to epithelial functions, including ‘desmosome organization’, ‘bicellular tight junction assembly’, ‘multicellular organismal water homeostasis’ and ‘regulation of epidermal cell differentiation’ (Fig. 3I). In contrast, the most significantly upregulated gene ontology in *Grhl2^−/−^* PA1 was ‘cardiac epithelial to mesenchymal transition’, due to upregulation of *Has2*, *Tmem100*, *Tgfbr3*, *Bmp2* and *Hey1*. 

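The paper's ontology annotation was not used here, so lists of desmosome and tight junction genes were drawn up before the data were examined. Both themes come from ontologies the paper found in these same arches, so tests of the lists are not independent of that result. Of 11 desmosome genes tested, 7 were lower in *Grhl2-/-* PA1 at FDR below 0.01 with limma-voom, 1 was higher and 3 were not called. *Dsp* fell from 102.9 to 44.2 CPM (log2 fold change -1.22, FDR 1.04e-05) and *Ppl* from 6.54 to 0.932 CPM (log2 fold change -2.81, FDR 1.60e-05). *Pkp3*, *Evpl*, *Dsc2*, *Dsg2* and *Perp* were the other lower genes, with log2 fold changes between -2.11 and -0.46. *Pkp2* rose from 7.71 to 15.6 CPM (log2 fold change 1.02, FDR 0.00672), and *Jup* did not change detectably at 51.7 and 52.4 CPM (FDR 0.882). The list had a mean log2 fold change of -1.09 (exact two-sided permutation p = 0.00794, the smallest that 5 arches against 5 allow). Beside this permutation test, limma's camera against all genes tested gave p = 8.57e-09, and 6.00e-08 after Benjamini-Hochberg adjustment over 7 gene lists. The mean was -0.995 with the replicate block, for which same-numbered arches correlated at 0.105 (camera p = 8.75e-07). More of the list was lower than expected from all genes tested (one-sided Fisher's exact test, p = 4.93e-12).

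Of 24 tight junction genes tested, 9 were lower at FDR below 0.01 with limma-voom and 0 were higher. *Cldn4* fell from 25.6 to 2.61 CPM (log2 fold change -3.32, standard error 0.187, FDR 2.67e-06) and *Cldn8* from 4.17 to 0.320 CPM (log2 fold change -3.66, standard error 0.239, FDR 6.77e-06). *Cldn6*, *Cldn7*, *Cldn23*, *Crb3*, *Cgn*, *Marveld2* and *Marveld3* were the other lower genes, with log2 fold changes between -1.97 and -0.94. *Cldn9*, *Cldn10* and *Cldn11* had positive log2 fold changes of 0.69, 0.67 and 0.86, which did not pass the FDR threshold (0.0577, 0.0447 and 0.140). With adjustment over the list alone, 14 of the 24 were lower and 2 were higher. With the same exact permutation p, the list had a mean log2 fold change of -0.84 (camera p = 3.16e-08, adjusted 1.11e-07) and -0.80 with the replicate block (camera p = 3.12e-07). The setting that raised p most was an inter-gene correlation estimated from the data, with camera p = 0.00133 for the desmosome list and 0.00905 for the tight junction list.

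Keratin genes were also listed beforehand. Of 12 tested, *Krt5* and *Krt7* were lower at FDR below 0.01, and *Krt8*, *Krt18* and *Krt19* were not called, with limma-voom FDR of 0.203, 0.848 and 0.951. The list had a mean log2 fold change of -0.39 (camera p = 0.119, adjusted 0.139, exact two-sided permutation p = 0.0159), and -0.27 with the replicate block (camera p = 0.311).

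**Figure D2:**
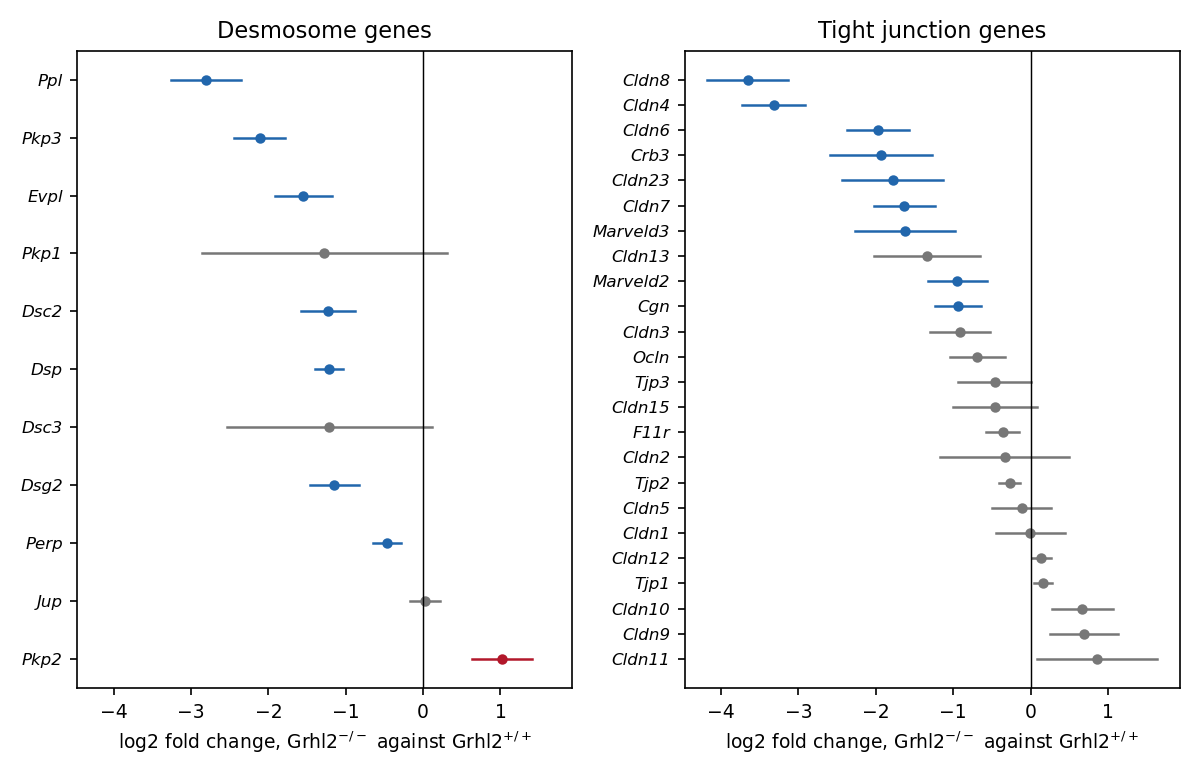
Points are log2 fold changes of *Grhl2-/-* against wild-type PA1 and bars are 95% confidence intervals from limma-voom, for the 11 desmosome genes (left) and the 24 tight junction genes (right) tested. Blue marks genes lower and red genes higher at FDR below 0.01, and grey the rest. The 7 lower desmosome genes and the 9 lower tight junction genes have intervals that lie below 0.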

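All 5 genes were higher in *Grhl2-/-* PA1 in the limma-voom fit, and in each of them every *Grhl2-/-* arch lay above every wild-type arch. *Has2*, on chromosome 15 of GRCm38 from 56665627 to 56694539, rose from 62.8 ± 6.57 CPM (SD, n = 5) to 104.2 ± 6.20 CPM (SD, n = 5), a log2 fold change of 0.73 (standard error 0.0717, FDR 0.000148). *Bmp2* rose from 2.46 ± 0.520 to 5.35 ± 0.456 CPM (SD, n = 5 each), a log2 fold change of 1.12 (standard error 0.137, FDR 0.000752). The log2 fold change was 0.70 for *Tmem100* (FDR 0.00604), 0.45 for *Tgfbr3* (FDR 0.00317) and 0.62 for *Hey1* (FDR 0.00354). With the replicate block, the log2 fold change was 0.71 for *Has2* (FDR 0.00131) and 1.17 for *Bmp2* (FDR 0.00918), and the FDR was 0.0271 for *Tmem100*, 0.0172 for *Tgfbr3* and 0.0168 for *Hey1*. The sensory neuron covariate took *Tgfbr3* above the threshold (FDR 0.0108), while *Has2*, *Bmp2*, *Tmem100* and *Hey1* stayed below it. *Has2* and *Bmp2* stayed below FDR 0.01 in all 10 fits that each left out one arch, whereas *Tmem100* did so in 3, and *Tgfbr3* and *Hey1* in 4 each. Exons of *Has2* overlap a transcript on the opposite strand, and those of *Tgfbr3* an unclassified transcript on the same strand.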

Remodelling of the primitive heart into a mature, four-chambered heart requires the formation of endocardial cushion tissue in the atrioventricular canal and outflow tract. Endocardial cells undergo EMT to delaminate and repopulate underlying extracellular matrix to form the cushion tissues. HAS2 synthesizes the extracellular matrix component hyaluronan, required for endocardial cell EMT (Camenisch et al., 2000). TMEM100 is a transmembrane protein and HEY1 is a transcription factor also required for endocardial cell EMT (Fischer et al., 2007; Mizuta et al., 2015). BMP2 binds to the TGFBR3 cell surface receptor to mediate EMT in chick endocardial cushion explants (Kirkbride et al., 2008). This indicated that a widespread shift in gene expression from epithelial to mesenchymal occurs in the absence of GRHL2. 

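The transcripts the paper uses as epithelial and mesenchymal markers were also measured in these arches. *Cdh1*, which encodes E-cadherin and lies on chromosome 8 of GRCm38 from 106603351 to 106670246, fell from 44.2 ± 6.30 to 8.16 ± 2.45 CPM (SD, n = 5 each), a log2 fold change of -2.47 (standard error 0.184, FDR 1.66e-05 from limma-voom). *Epcam* fell from 54.1 ± 6.98 to 9.80 ± 3.14 CPM (SD, n = 5 each), a log2 fold change of -2.51 (FDR 1.04e-05). *Cdh2*, which encodes N-cadherin, rose from 89.9 ± 12.9 to 140.8 ± 9.00 CPM (SD, n = 5 each), a log2 fold change of 0.65 (FDR 0.00111, and 0.0222 with the replicate block). *Vim*, which encodes vimentin, had a log2 fold change of 0.64 with a 95% confidence interval from 0.24 to 1.04, but its FDR of 0.0535 was above the threshold (0.00763 with adjustment over the genes the paper names alone). Its log2 fold change was 0.59 with the replicate block (FDR 0.166) and 0.33 with the sensory neuron covariate (FDR 0.0244). *Vim* was at 222.9 and 192.6 CPM in the 2 wild-type arches with few sensory neuron transcripts and at 315.1 CPM or more in the other 8. *Cdh1* and *Epcam* had log2 fold changes of -2.26 (FDR 0.000975) and -2.35 (FDR 0.00117) with the block. Of the 286 genes called, 55.2% were lower. The paper reasons from the epithelial ontologies among the lower genes and the epithelial to mesenchymal transition ontology among the higher genes to a broad change from epithelial to mesenchymal expression.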

Table S3 lists genes from key ontologies that were downregulated in *Grhl2^−/−^* PA1. Table S4 lists genes from key ontologies that were upregulated in *Grhl2^−/−^* PA1. We next performed gene set enrichment analysis to determine whether defined sets of genes showed significant, concordant differences between wild-type and *Grhl2^−/−^* PA1 (Subramanian et al., 2005). By interrogating the Molecular Signatures Database (http://software.broadinstitute.org/gsea/msigdb/index.jsp), we found a significant correlation with a set of epithelial genes that are repressed by ZEB1 (Aigner et al., 2007) (Fig. S2). These genes were upregulated by knockdown of *ZEB1* in a metastatic breast cancer cell line and are thus likely to be targets of ZEB1-mediated transcriptional repression. Of the 26 mouse orthologues, 17 displayed core enrichment, meaning that this subset of genes contributes most to the enrichment result. Furthermore, 11 of these 26 mouse orthologues were significantly downregulated in *Grhl2^−/−^* PA1 compared to wild-type PA1, indicating a strong inverse correlation between these datasets.

### EMT transcription factors, microRNAs and splicing patterns are dysregulated in the epithelial lining of the first pharyngeal arch in *Grhl2^−/−^* embryos

To determine the mechanism underpinning the shift towards mesenchymal phenotype in the absence of GRHL2, we quantified the expression of the transcription factors and microRNAs that regulate EMT. We performed Q-RT-PCR on PA1 epithelium and mesenchyme of *Grhl2^−/−^* and wild-type embryos at E10.5. This revealed that the *Ovol1* and *Ovol2* transcriptional repressors, which suppress EMT, were downregulated, whereas the *Zeb1*, *Zeb2*, *Snai1*, *Twist1* and *Prrx1* master regulators, which promote EMT, were upregulated (Fig. 4A). Of note, *Zeb1* and *Zeb2* were expressed at equivalent levels in *Grhl2^−/−^* epithelium as in wild-type mesenchyme, implying that they were completely dysregulated in the absence of GRHL2. In contrast, although *Snai1*, *Twist1* and *Prrx1* were also upregulated, they were still expressed at submesenchymal levels. Interestingly, of these genes, only the epithelial transcription factors were detected as differentially expressed in RNAseq (Table S1). 

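In whole PA1, none of the 5 mesenchymal regulators passed FDR 0.01 in limma-voom with adjustment over all genes tested. *Zeb1*, on chromosome 18 of GRCm38 from 5591860 to 5775467, was at 120.8 ± 8.12 CPM in wild-type and 143.8 ± 15.5 CPM in *Grhl2-/-* PA1 (SD, n = 5 each), a log2 fold change of 0.25 with a 95% confidence interval from 0.08 to 0.41 (FDR 0.0637). *Zeb2* was at 81.0 ± 30.3 and 116.8 ± 21.3 CPM (SD, n = 5 each), a log2 fold change of 0.59 (FDR 0.124). *Snai1* had a log2 fold change of 0.10 (FDR 0.687) and *Prrx1* one of -0.25 (FDR 0.116). *Twist1* was lower in all 5 *Grhl2-/-* arches than in any wild-type arch, at 148.2 ± 6.75 against 188.5 ± 22.7 CPM (SD, n = 5 each), a log2 fold change of -0.34 (FDR 0.0189). It passed the threshold with DESeq2 (FDR 0.000148) and with limma-voom adjusted over the genes the paper names alone (0.000975). With the replicate block, FDR was 0.202 for *Zeb1*, 0.326 for *Zeb2*, 0.789 for *Snai1*, 0.0932 for *Twist1* and 0.0752 for *Prrx1*. Exons of *Zeb1* and *Zeb2* overlap transcripts on the opposite strand.

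**Figure D3:**
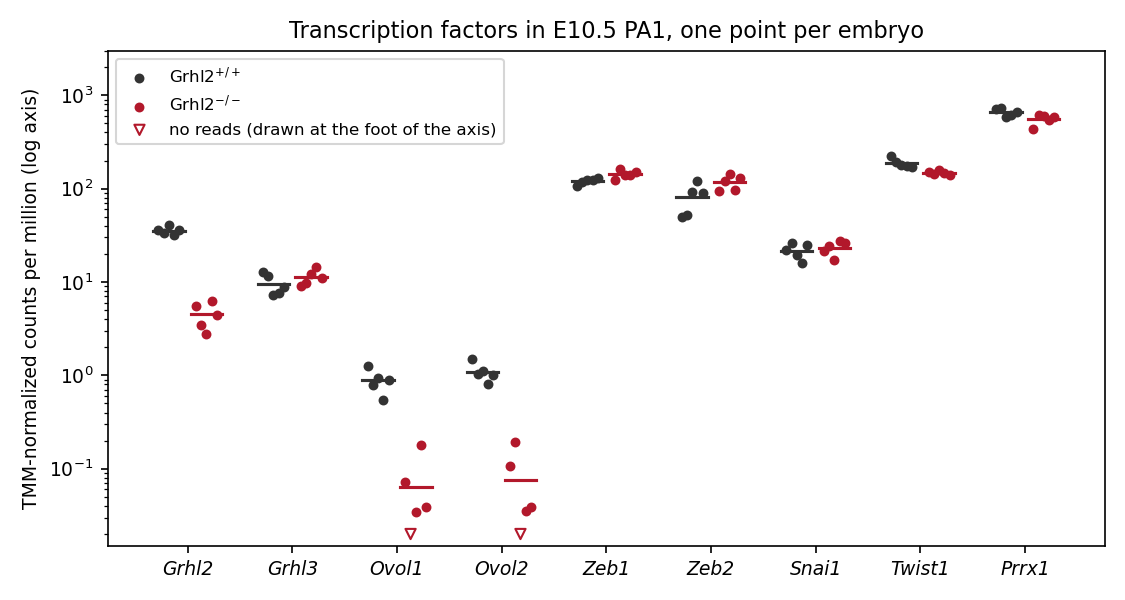
Points are TMM-normalized CPM (log axis) of each gene in each of the 5 wild-type (dark) and 5 *Grhl2-/-* (red) arches, and bars are group means. Open triangles at the foot of the axis are arches with no reads. *Grhl2*, *Ovol1* and *Ovol2* are lower in every *Grhl2-/-* arch, while the arches of both genotypes overlap for *Grhl3*, *Zeb1*, *Zeb2*, *Snai1* and *Prrx1*.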

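*Grhl2*, the targeted gene, lies on chromosome 15 of GRCm38 from 37233036 to 37363569. It was at 35.6 ± 3.29 CPM in wild-type and 4.53 ± 1.45 CPM in *Grhl2-/-* PA1 (SD, n = 5 each), and every *Grhl2-/-* arch, with 81 to 178 reads, was below every wild-type arch, with 794 to 1163 reads. Its log2 fold change was -3.02 (standard error 0.174, FDR 2.67e-06 from limma-voom), which is 8.13-fold lower, and -2.92 with the replicate block (FDR 0.00117). *Ovol1*, on chromosome 19 from 5549136 to 5560646, was a gene of low abundance, with 15 to 28 reads in the wild-type arches and 0 to 5 in the *Grhl2-/-* arches. It was 13.5-fold lower, with a log2 fold change of -3.76 and a 95% confidence interval from -4.88 to -2.63 (FDR 0.00152). *Ovol2*, on chromosome 2 from 144305175 to 144332146, had 22 to 33 reads in the wild-type and 0 to 5 in the *Grhl2-/-* arches. It was 16.2-fold lower, with a log2 fold change of -4.01 and a 95% confidence interval from -5.13 to -2.90 (FDR 0.00102). *Ovol1* and *Ovol2* had log2 fold changes of -3.09 and -4.30 with the replicate block, and their FDR rose to 0.0292 and 0.0157. All 3 genes passed FDR 0.01 in each of the 10 fits that left out one arch. Exons of each of them overlap an antisense transcript or a pseudogene on the opposite strand.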

In that dataset, *Grhl2* was downregulated 8-fold, *Ovol1* was downregulated 14-fold and *Ovol2* was downregulated 16-fold in *Grhl2^−/−^* PA1 compared to wild-type PA1. Likely, we failed to detect misexpression of mesenchymal transcription factors in the RNAseq experiment because the bulk of PA1 is composed of mesenchyme, and hence the ectopic expression of these factors in epithelium did not significantly increase their overall expression level. 

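In wild-type PA1, the mesenchymal regulators had higher CPM than *Ovol1* and *Ovol2*, though *Snai1* had lower CPM than E-cadherin transcripts. CPM values are not corrected for transcript length, so they compare reads and do not rank transcript abundance between genes. *Prrx1* was at 662.4 ± 68.0 CPM, *Twist1* at 188.5 CPM and *Snai1* at 21.7 ± 4.09 CPM (SD, n = 5 each), whereas *Ovol1* and *Ovol2* were at 0.888 and 1.09 CPM. Vimentin transcripts were at 290.1 CPM and E-cadherin transcripts at 44.2 CPM in the same arches. The 95% confidence intervals of the log2 fold changes bound what these 5 arches of each genotype could show. The interval ran from -0.23 to 0.44 for *Snai1*, from -0.46 to -0.04 for *Prrx1* and from 0.08 to 1.09 for *Zeb2*. For *Twist1* it ran from -0.49 to -0.18, so it lay wholly below 0, as for *Prrx1*. From the predominance of mesenchyme in PA1, the paper proposes that ectopic expression in the epithelium was too small a part of the total to be detected.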

Because of its known role in palate closure, we also measured the expression of *Grhl3*. This transcription factor displayed epithelial-specific expression but was not significantly downregulated in *Grhl2^−/−^* PA1 epithelium. Similarly, this factor was not misexpressed in the RNAseq dataset. 

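*Grhl3*, on chromosome 4 of GRCm38 from 135541888 to 135573630, was at 9.57 ± 2.44 CPM in wild-type and 11.3 ± 2.12 CPM in *Grhl2-/-* PA1 (SD, n = 5 each). Between 206 and 409 reads were counted on it in each arch. Its log2 fold change was 0.28 with a 95% confidence interval from -0.10 to 0.66 (FDR 0.302 from limma-voom), and 0.41 with the replicate block (FDR 0.166). The groups overlapped. Leaving out each arch in turn gave log2 fold changes from 0.18 to 0.38, and none of the 10 fits called the gene.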

As miR-200 microRNAs and miR-205 inhibit the expression of *Zeb1* and *Zeb2* (Gregory et al., 2008), we postulated that these might be downregulated in *Grhl2^−/−^* epithelium. Measurement of these microRNAs by Q-RT-PCR confirmed this, with miR-200 family microRNAs *Mir141*, *Mir200b*, *Mir200c* and *Mir429*, along with *Mir205*, significantly downregulated in *Grhl2^−/−^* PA1 epithelium compared to wild-type PA1 (Fig. 4B). MicroRNAs were not captured in the RNAseq experiment.

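The deposited table of counts holds 22114 genes, all of them annotated as protein-coding, and 0 of its symbols are those of microRNA genes, so no value for a microRNA was computed from it.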

**Fig. 4.**
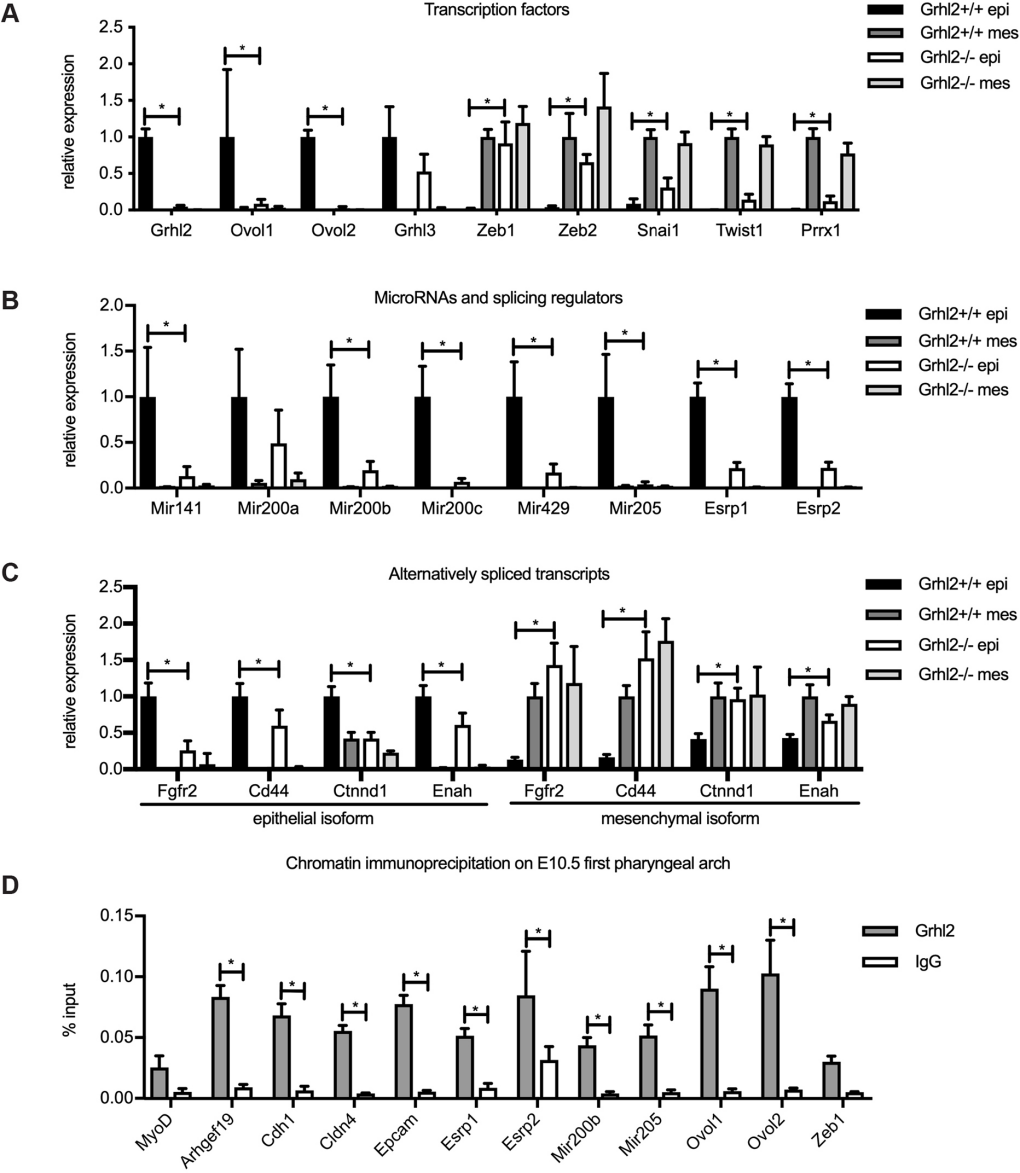
**GRHL2 maintains epithelial cellular identity via multiple direct target genes.** Q-RT-PCR on E10.5 PA1 epithelium (epi) and mesenchyme (mes). (A) Epithelial and mesenchymal transcription factors. (B) *Zeb1*-repressing microRNAs and epithelial splicing regulators. (C) Isoform-specific Q-RT-PCR for *Fgfr2*, *Cd44*, *Ctnnd1* and *Enah*. *Grhl2^+/+^* and *Grhl2^−/−^* epithelium were compared using Student's *t*-tests corrected for multiple comparisons with the Holm-Sidak method. *P<0.05. *n*=5-6 embryos. (D) ChIP on E10.5 PA1 with Grhl2 antibody or normal rabbit immunoglobulin (IgG) antibody, followed by PCR with primers spanning predicted GRHL2 binding sites. Results are representative of three independent experiments. *P<0.0001 by two-way ANOVA with Sidak's multiple comparison test. Graphs show mean±s.d of quadruplicate Q-RT-PCRs.

As patterns of pre-mRNA splicing change during EMT (Nieto et al., 2016), we next measured expression of the epithelial splicing regulator genes *Esrp1* and *Esrp2*. These factors promote splicing into the epithelial isoform over the mesenchymal isoform for numerous transcripts (Warzecha et al., 2009a,b). Q-RT-PCR revealed that *Esrp1* and *Esrp2* were both downregulated in *Grhl2^−/−^* epithelium compared to wild-type epithelium (Fig. 4B). Similarly, *Esrp1* was downregulated 4-fold and *Esrp2* was downregulated 3-fold in *Grhl2^−/−^* PA1, according to RNAseq. This implied that the patterns of splicing might also be perturbed in *Grhl2^−/−^* PA1 epithelium. 

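*Esrp1*, on chromosome 4 of GRCm38 from 11331933 to 11386783, fell from 41.0 ± 3.53 to 11.8 ± 4.56 CPM (SD, n = 5 each). It was 3.65-fold lower, with a log2 fold change of -1.87 (standard error 0.189, FDR 0.000188 from limma-voom). *Esrp2*, on chromosome 8 from 106130319 to 106136974, fell from 12.9 ± 1.44 to 3.97 ± 0.409 CPM (SD, n = 5 each). It was 3.23-fold lower, with a log2 fold change of -1.69 (standard error 0.113, FDR 7.59e-06). All 5 *Grhl2-/-* arches were below all 5 wild-type arches for both genes. The log2 fold changes were -1.62 (FDR 0.00741) and -1.65 (FDR 0.00313) with the replicate block. Leaving out each arch in turn gave -2.03 to -1.72 for *Esrp1* and -1.74 to -1.63 for *Esrp2*. Exons of *Esrp1* overlap a non-coding transcript on the opposite strand, and those of *Esrp2* overlap *Nfatc3* and a non-coding transcript there.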

We explored this by designing Q-RT-PCR assays specific for the epithelial and mesenchymal isoforms of four transcripts subject to ESRP-mediated splicing – *Fgfr2*, *Cd44*, *Ctnnd1* and *Enah*. In all four cases, the epithelial isoform was downregulated and the mesenchymal isoform upregulated in *Grhl2^−/−^* compared to wild-type epithelium (Fig. 4C). These results indicated that *Grhl2^−/−^* epithelium displays a partial shift towards a mesenchymal pattern of splicing.

To identify the target genes by which GRHL2 maintains the epithelial phenotype, we initially analysed four published GRHL2 chromatin immunoprecipitation (ChIP) massively parallel sequencing (ChIP-seq) datasets (Aue et al., 2015; Chung et al., 2016; Gao et al., 2013; Walentin et al., 2015), and identified regions that showed peaks in multiple datasets and contained evolutionarily conserved GRHL recognition motifs (AACCGGTT) (Ting et al., 2005). Putative GRHL2 binding sites were found in the *Mir200b*/*Mir200a/Mir429* promoter, *Mir205* enhancer, *Ovol1* promoter, *Ovol2* promoter, *Esrp1* enhancer and *Esrp2* intron 2. Notably, there were no peaks in the promoter or enhancer regions of *Zeb1* and *Zeb2*, suggesting that these are not direct targets of GRHL2 in the tissues used for ChIP-seq. We designed primers to span these putative binding sites and performed ChIP on chromatin pooled from 25 E10.5 PA1 samples. We also designed primers to amplify a predicted GRHL2 binding site in the *Zeb1* promoter, previously reported but not seen in ChIP datasets (Cieply et al., 2013). In comparison with the IgG control, the anti-GRHL2 antibody enriched precipitated chromatin for the well-defined binding sites in the known targets *Arhgef19*, *Cdh1*, *Cldn4* and *Epcam* (Fig. 4D). We also observed specific binding of GRHL2 to the predicted sites in the *Esrp1*, *Esrp2*, *Mir200b*, *Mir205*, *Ovol1* and *Ovol2* loci, but not to the *Zeb1* promoter or the negative control *Myod* promoter. Furthermore, significant GRHL2 enrichment at the binding sites near *Esrp1*, *Esrp2*, *Mir205*, *Ovol1* and *Ovol2* did not extend to loci spaced 1-1.5 kb away (Fig. S3). This suggests that GRHL2 maintains the epithelial phenotype by transactivating *Ovol1*, *Ovol2*, *Mir200b*, *Mir205*, *Esrp1* and *Esrp2*, but not by directly repressing *Zeb1*. Rather, our data suggest that GRHL2 may indirectly repress *Zeb1* by transactivating miR-200 microRNAs.

### Palate closure is restored in *Grhl2^−/−^;Zeb1^−/−^* embryos

Given the central role of *Zeb1* in the regulation of EMT, we asked whether inactivation of that gene could restore epithelial identity in the absence of GRHL2. Previous studies have shown that inactivation of *Zeb1* in mice leads to cleft palate associated with ectopic expression of E-cadherin and loss of vimentin expression in the palatal mesenchyme (Liu et al., 2008; Takagi et al., 1998). We reasoned that the balance between epithelial and mesenchymal gene expression may be restored sufficiently in *Grhl2^−/−^;Zeb1^−/−^* embryos for palate closure to occur. In order to answer this question, we intercrossed the *Grhl2^−^* and *Zeb1^−^* mouse lines. Importantly, both were on the C57BL/6J background, indicating that any phenotypic rescue that occurred would not be due to mixed genetic background. We first analysed offspring of *Grhl2^+/−^;Zeb1^+/−^*×*Grhl2^+/−^;Zeb1^+/−^* timed matings at E10.5 (Fig. 5A). Chi-squared tests revealed that all genotypes were present at expected Mendelian ratios at this stage of development (Table 1). Due to *Grhl2^−/−^;Zeb1^−/−^* embryos occurring at 1/16 in this cross, we were not able to determine whether their facial closure at E10.5 was significantly rescued. We next analysed offspring of these timed matings at E17.5 (Table 2). Chi-squared tests revealed that *Grhl2^−/−^;Zeb1^+/+^* embryos were absent by this stage of development, while all other embryos were present at expected Mendelian ratios (Table 2). Of the seven *Grhl2^−/−^;Zeb1^−/−^* embryos we collected at this stage of development, three were alive, 6 days after *Grhl2*-null mice succumb (Rifat et al., 2010). The seven *Grhl2^−/−^;Zeb1^−/−^* embryos displayed a range of phenotypes, with live embryos displaying fully penetrant exencephaly and open posterior neuropore, as seen in *Grhl2*-null embryos (Fig. 5B). They also displayed thoracogastroschisis (Fig. 5D), a phenotype observed in a previously described ENU-generated *Grhl2* mutant line that also exhibits extended survival compared to the null line (Pyrgaki et al., 2011). However, major phenotypic differences were also observed, with loss of ZEB1 allowing complete facial fusion in the four embryos that developed sufficiently for this to be determined. Twelve *Grhl2^−/−^;Zeb1^+/−^* embryos were present at E17.5, but all were dead and displaying a distinct phenotype from *Grhl2^−/−^;Zeb1^−/−^* embryos. These embryos had a ‘boiled egg’ appearance, with their only recognizable features being gastroschisis and an eye. No *Grhl2^−/−^;Zeb1^+/+^* live or dead embryos were detected at E17.5. This gene dosage effect confirmed that ZEB1 levels mediated rescue of *Grhl2^−/−^* lethality.

**Fig. 5.**
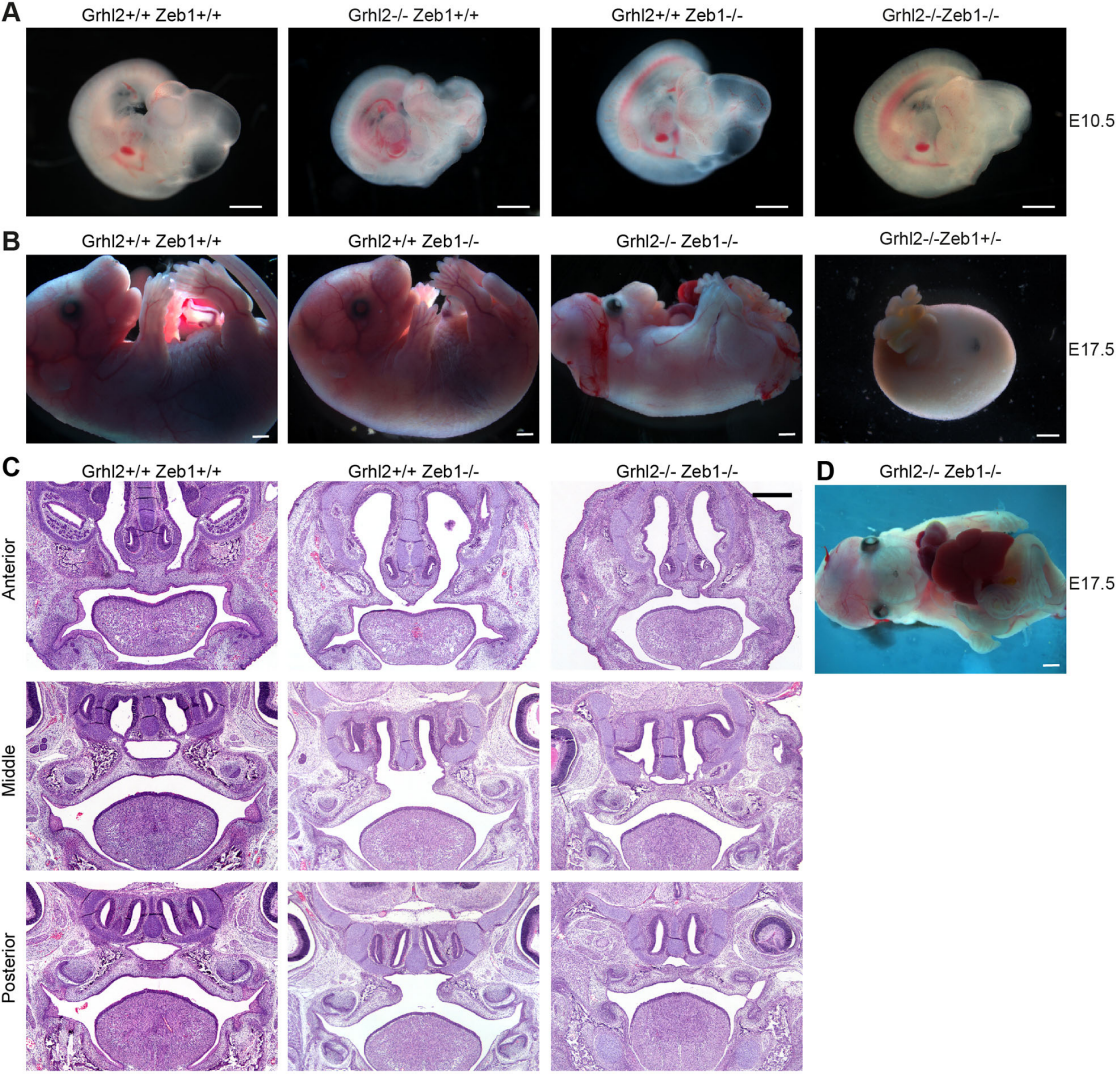
**Secondary palate closure is rescued in *Grhl2^−/−^;Zeb1^−/−^* embryos.** (A) Images at E10.5 showing cleft face in *Grhl2^−/−^* embryo and closed face in *Grhl2^−/−^;Zeb1^−/−^* embryo. (B) Images at E17.5 showing viable *Grhl2^−/−^;Zeb1^−/−^* embryo with closed face, gastroschisis, uncovered eyes, exencephaly and spina bifida, and a dead *Grhl2^−/−^;Zeb1^+/−^* embryo with a round, smooth appearance and gastroschisis. (C) Coronal sections through the palate of E17.5 embryos at anterior, middle and posterior levels. (D) Ventral view of *Grhl2^−/−^;Zeb1^−/−^* embryo at E17.5. Scale bars: 1 mm (A,B,D) and 500 μm (C).

**Table 1.**
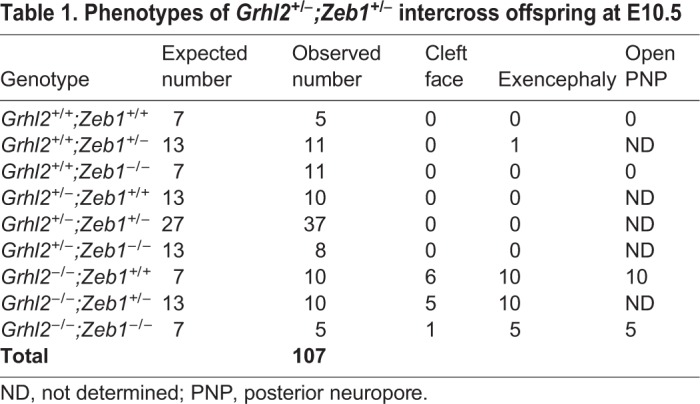
**Phenotypes of *Grhl2^+/−^;Zeb1^+/−^* intercross offspring at E10.5**

**Table 2.**
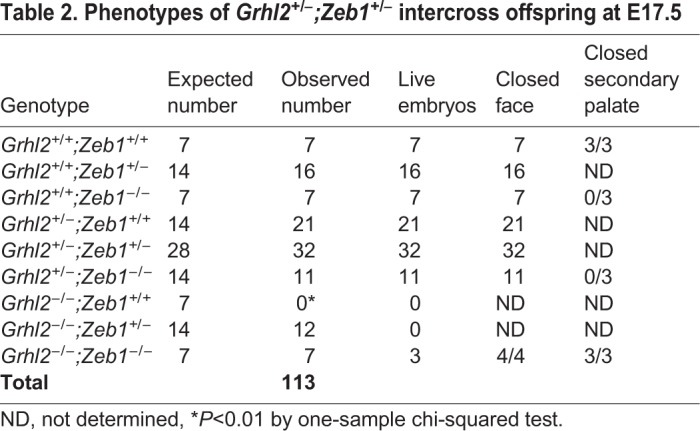
**Phenotypes of *Grhl2^+/−^;Zeb1^+/−^* intercross offspring at E17.5**

Live *Grhl2^−/−^;Zeb1^−/−^* embryos also displayed closure of the secondary palate, although the primary palate did not fully close (Fig. 5C; Fig. S4). The palate of *Grhl2^+/−^;Zeb1^−/−^* embryos remained fully cleft, indicating that rescue of secondary palate closure requires inactivation of both alleles of *Grhl2*. Transverse sections through E10.5 PA1 revealed that E-cadherin expression was restored to normal in *Grhl2^−/−^;Zeb1^−/−^* PA1 epithelium, although ectopic vimentin expression was still observed (Fig. 6A-D). Similarly, *Grhl2^−/−^;Zeb1^−/−^* palate epithelium co-expressed E-cadherin and vimentin at E17.5 (Fig. 6E,F). This indicated that ZEB1 likely represses the *Cdh1* locus in *Grhl2^−/−^* embryos. However, it is not clear that de-repression of this locus contributes to normalization of palate closure. Ectopic expression of E-cadherin in palatal mesenchyme was not observed in E17.5 *Zeb1^−/−^* embryos. Also, *Grhl2* mRNA was not elevated in PA1 mesenchyme of E10.5 *Zeb1^−/−^* embryos (Fig. S5). These results indicate that GRHL2 activity underlies failed closure of *Zeb1^−/−^* secondary palate.

**Fig. 6.**
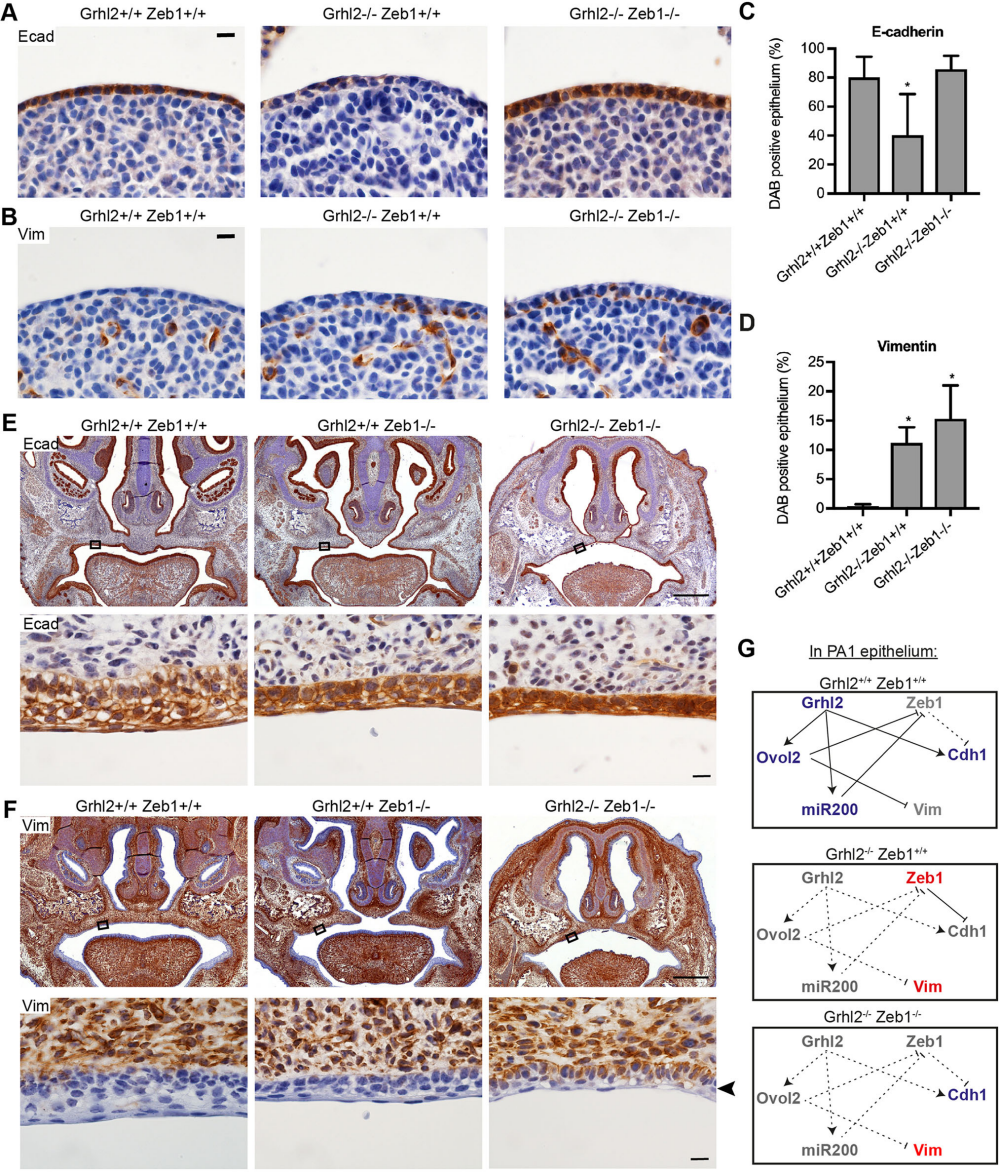
**E-cadherin expression is rescued in *Grhl2^−/−^;Zeb1^−/−^* palatal epithelium.** (A,B) Immunohistochemistry on transverse sections through E10.5 PA1 for epithelial marker E-cadherin (Ecad; A) or mesenchymal marker vimentin (Vim; B). Images are representative of four embryos. (C,D) Quantification of the proportion of E10.5 PA1 epithelium staining for Ecad (C) or Vim (D). *n*=4 embryos. Graphs show mean±s.d. *P<0.05 versus wild type by one-way ANOVA with Tukey's multiple comparison test. (E,F) Coronal sections of E17.5 embryo heads stained with immunohistochemistry for Ecad (E) or Vim (F). Bottom rows show high-magnification images of regions of the palatal epithelium indicated by boxes. Arrowhead indicates vimentin-positive *Grhl2^−/−^;Zeb1^−/−^* palatal epithelium. Images are representative of three embryos of each genotype. (G) Schematic showing the pathways by which GRHL2 maintains epithelial cellular identity in PA1 epithelium. Blue genes promote the epithelial phenotype, red genes promote the mesenchymal phenotype and grey genes are not expressed. In wild-type embryos (top), GRHL2 directly transactivates *Cdh1*, *Ovol2* and miR-200 microRNAs. The latter two factors repress *Zeb1* and *Vim*. In the absence of GRHL2 (middle), ectopically expressed ZEB1 represses *Cdh1*, and the lack of OVOL2-mediated repression leads to ectopic *Vim* expression. In the absence of both GRHL2 and ZEB1 (bottom), *Cdh1* and *Vim* are free from transcriptional repression so are both expressed. Scale bars: 500 μm (top rows in E,F) and 10 μm (A,B, bottom rows in E,F).

## DISCUSSION

We have shown that the epithelial abnormalities observed in *Grhl2^−/−^* non-neural ectoderm at E8.5 (Ray and Niswander, 2016) also occur in PA1 epithelium at E10.5. This implies that other aspects of the *Grhl2* mutant mouse phenotype, such as thoracogastroschisis (Pyrgaki et al., 2011), are also a consequence of epithelial dysfunction. Furthermore, we have demonstrated that numerous key regulators of EMT are perturbed in *Grhl2^−/−^* embryos, and that the miR-200 family microRNAs, *Ovol1/Ovol2* transcription repressors and *Esrp1/Esrp2* splicing regulators are direct targets of GRHL2 in PA1 epithelium. *Zeb1/Zeb2* are de-repressed in *Grhl2^−/−^* PA1 to equivalent expression levels as in mesenchyme, while *Snai1*, *Twist1* and *Prrx1* are expressed at submesenchymal levels. Therefore, we hypothesize that upregulation of *Zeb1/Zeb2* is a driving factor in the shift from epithelial to mesenchymal phenotype in the absence of GRHL2. Our ChIP analysis of E10.5 PA1 shows that GRHL2 does not bind a previously identified binding site in the *Zeb1* promoter (Cieply et al., 2012). Rather, *Zeb1* is likely suppressed in PA1 epithelium by OVOL1/OVOL2 at the transcriptional level and by miR-200 microRNAs at the post-transcriptional level. Therefore, we hypothesize that failure to transactivate the *Ovol1*, *Ovol2* and *Mir200b/Mir200a/Mir429* loci are the key events leading to EMT in *Grhl2^−/−^* epithelium. This is consistent with the observation that GRHL2 functions as both an activator and a repressor of transcription (Aue et al., 2015). *Esrp1*, *Sostdc1*, *Fermt1*, *Tmprss2* and *Lamc2* have been previously identified as key GRHL2 target genes that suppress EMT in non-neural ectoderm (Ray and Niswander, 2016). Although *Snai1* and *Zeb2* were not detected in *Grhl2^−/−^* non-neural ectoderm (Ray and Niswander, 2016), it would be interesting to determine if *Zeb1*, *Twist1*, *Prrx1*, *Ovol1*, *Ovol2*, *Esrp2* and miR-200 microRNAs are expressed in these cells. The similarity in cellular phenotype between *Grhl2^−/−^* non-neural ectoderm at E8.5 and PA1 epithelium at E10.5 suggests that the same EMT pathways are likely perturbed in the two developmental contexts.

GRHL2 suppresses EMT and has an expression pattern inversely correlated with that of *ZEB1* in numerous cancers (Chen et al., 2016; Chung et al., 2016; Nishino et al., 2017; Paltoglou et al., 2017; Pan et al., 2017; Quan et al., 2014; Werner et al., 2013; Xiang et al., 2017). The miR-200 family of microRNAs, including *MIR141*, *MIR200A*, *MIR200B*, *MIR200C* and *MIR429*, along with *MIR205*, bind to the *ZEB1* and *ZEB2* mRNAs and inhibit their translation (Gregory et al., 2008). GRHL2 upregulates expression of the *MIR141*, *MIR200A*, *MIR200B*, *MIR200C* and *MIR429* microRNAs by binding to their regulatory elements in a number of cancers (Chen et al., 2016; Chung et al., 2016; Cieply et al., 2012). Furthermore, ZEB1 directly represses the *MIR200C/MIR141* locus in colorectal cancer cells (Burk et al., 2008). Although GRHL2 directly represses the *ZEB1* promoter in breast cancer (Cieply et al., 2012), our findings indicate that GRHL2 does not bind the *Zeb1* promoter in E10.5 PA1 epithelium. Similarly, ChIP-seq experiments showed no binding of GRHL2 to the *Zeb1* or *Zeb2* promoters in kidney, placenta, ovarian cancer or lung epithelial cells (Aue et al., 2015; Chung et al., 2016; Gao et al., 2013; Walentin et al., 2015). Interestingly, ZEB1 binds and represses the *GRHL2* promoter in breast cancer (Cieply et al., 2013; Werner et al., 2013). These observations indicate that the GRHL2/miR-200 and ZEB1/ZEB2 factors antagonize one another's expression.

Perturbation of other transcription factors in *Grhl2^−/−^* PA1 epithelium likely contributes to the mesenchymal phenotype. Like *Grhl2^−/−^* mouse embryos, *Ovol2^−/−^* embryos die mid-gestation with an open cranial neural tube (Mackay et al., 2006; Rifat et al., 2010). The phenotypic similarity between these knockout embryos suggests that *Ovol2* may be a key GRHL2 target during embryogenesis. *Ovol1^−/−^* mice present with subtle epidermal defects including abnormal hairs, expansion of epidermal progenitors and delayed acquisition of the skin barrier (Dai et al., 1998; Nair et al., 2006; Teng et al., 2007). As *Ovol2* is upregulated in *Ovol1^−/−^* epidermis, mice that lack expression of both *Ovol1* and *Ovol2* in epidermis were created (Lee et al., 2014). Keratinocytes derived from these embryos had mesenchymal characteristics including a stress fibre type of actin cytoskeleton, upregulation of ZEB1, SNAI2, vimentin, fibronectin, smooth muscle actin and N-cadherin, and downregulation of α-catenin. The epithelial phenotype of these keratinocytes was restored by knockdown of *Zeb1*. Furthermore, OVOL2 directly repressed the *Zeb1* promoter in keratinocytes. These observations support the idea that OVOL2-mediated repression of *Zeb1* is key to maintenance of the epithelial phenotype of PA1 epithelium.

The epithelial splicing regulatory proteins ESRP1 and ESRP2 have an epithelial-specific pattern of expression and are downregulated during EMT (Warzecha et al., 2009a). These factors promote splicing of pre-mRNAs into the epithelial isoform for *Fgfr2*, *Ctnnd1*, *Enah*, *Cd44* and other genes (Warzecha et al., 2009b). Interestingly, ZEB1 directly represses the ESRP1 locus in breast cancer cells (Preca et al., 2015). *Esrp1^−/−^* mice have bilateral cleft lip and palate and die neonatally, whereas *Esrp2^−/−^* mice have no overt phenotype (Bebee et al., 2015). *Esrp1^−/−^;Esrp2^−/−^* mice also display agenesis of lungs and salivary glands, but survive until E18.5. This indicates that absence of ESRP1/ESRP2 does not reconstitute all aspects of the *Grhl2^−/−^* embryo phenotype.

The secondary palate closed in viable *Grhl2^−/−^;Zeb1^−/−^* embryos but remained cleft in *Zeb1^−/−^* littermates at E17.5. This implies that GRHL2 activity in *Zeb1^−/−^* embryos disrupts closure. It is not possible to deduce the precise mechanism underlying the rescue from our work. However, the lack of ectopic *Grhl2* expression in *Zeb1^−/−^* PA1 mesenchyme at E10.5 and the absence of ectopic E-cadherin expression in *Zeb1^−/−^* palatal mesenchyme at E17.5 argue against a simple restoration of mesenchymal cell identity. Rather, the most plausible explanation is restoration of an epithelial-mesenchymal signalling pathway that promotes proliferation of palatal shelf mesenchyme. By comparison with *Grhl2^NiswNisw^* embryos that display cleft upper jaw at E18.5 (Pyrgaki et al., 2011), *Grhl2^−/−^;Zeb1^−/−^* embryos successfully closed their face and secondary palate at E17.5. This implies that ectopic expression of ZEB1 underlies failure of *Grhl2^Nisw/Nisw^* secondary palate to close. More broadly, our results imply that both epithelial and mesenchymal transcription factors are required for palate closure and that they cooperatively effect morphogenesis.

Ectopic expression of ZEB1 has been hypothesized to underlie the neural tube defects in *Grhl2* mutant mouse embryos (Ray and Niswander, 2016). We have demonstrated that this is not the case in the hindbrain and tail regions, as *Grhl2^−/−^;Zeb1^−/−^* embryos displayed fully penetrant exencephaly and open posterior neuropore at E10.5. *Grhl2^−/−^;Zeb1^−/−^* embryos sometimes survive until E17.5, while *Grhl2^−/−^* embryos die at E11.5. This indicates that ZEB1 expression in *Grhl2^−/−^* embryos underlies mid-gestation lethality. Although the cause of this early lethality is unknown, cardiac defects are a likely candidate as heart development is abnormal in *Grhl2^Nisw/Nisw^* embryos (Pyrgaki et al., 2011) and numerous fusion events occur during heart development (Ray and Niswander, 2012).

In conclusion, we have demonstrated that GRHL2 maintains epithelial cellular identity in PA1 epithelium via multiple pathways (Fig. 6G). Restoration of E-cadherin expression in *Grhl2^−/−^;Zeb1^−/−^* epithelium implies that ZEB1-mediated repression has a dominant effect on *Cdh1* expression over GRHL2-mediated transactivation. Similarly, ectopic expression of vimentin in *Grhl2^−/−^;Zeb1^−/−^* epithelium implies that OVOL2-mediated repression has a dominant effect on *Vim* expression. *Grhl2^−/−^* maxillary epithelium maintains a cellular phenotype and gene expression patterns intermediate between that of wild-type epithelium and mesenchyme. This implies that either a co-expressed transcription factor, or epigenetic marks laid down at an earlier stage of development, maintain some epithelial gene expression in these cells. It would be of interest to identify this factor, which reveals that GRHL2 is not the sole driver of epithelial phenotype during palate closure.

## MATERIALS AND METHODS

### Mouse lines

Use of animals conformed to the Australian code for the care and use of animals for scientific purposes. Experiments involving animals were approved by the Alfred Research Alliance Animal Ethics Committee (application number E/1200/2012/M). Mice carrying the *Grhl2*-null allele were maintained by heterozygote intercrosses and genotyped as described (Rifat et al., 2010). To collect embryos, mice were mated in the afternoon and females checked for a vaginal plug the following morning. Embryos were harvested at 12:00 and yolk sac DNA used for genotyping. Mice carrying a conditional allele of *Zeb1* (Brabletz et al., 2017) were crossed with mice carrying a *CMV-Cre* transgene (Schwenk et al., 1995). This deletes exon 6 of *Zeb1*, leading to a premature termination of translation and resulting in a phenotype equivalent to that of other *Zeb1^−/−^* mice (Brabletz et al., 2017). Mice carrying this *Zeb1^Δ^* allele, referred to as *Zeb1^−^* in this paper, were maintained by heterozygote intercrosses and genotyped as described (Brabletz et al., 2017). *Grhl2^−^* and *Zeb1^−^* mouse lines were both back-crossed ten times to C57BL/6J before this study commenced. *Zeb1^+/−^* mice were mated with *Grhl2^+/−^* mice and the resulting *Grhl2^+/−^;Zeb1^+/−^* offspring intercrossed as time matings. Sex of embryos was not determined. Mice carrying the *Wnt1Cre* transgene have previously been described (Danielian et al., 1998). Mice carrying the *Grhl2^fl^* allele were maintained as a homozygous line and genotyped as described (Kersbergen et al., 2018).

### Immunohistochemistry

E10.5 embryos were fixed in 4% paraformaldehyde (PFA) at 4°C overnight and then orientated in 2% low-melting-point agarose in PBS. E17.5 embryo heads were fixed similarly then processed without agarose orientation. Samples were processed using a Leica ASP300S and embedded into paraffin. Embryo heads were sectioned in a coronal orientation, while E10.5 embryos were sectioned in a transverse or coronal orientation. Five-micrometre sections were cut onto Superfrost plus slides, and immunohistochemistry was performed using standard 3,3′-diaminobenzidine (DAB) protocols. The antibodies used were anti-E-cadherin (3195, batch 02/2017, Cell Signaling Technology; 1:100), anti-vimentin (5741S, batch 04/2017, Cell Signaling Technology; 1:100) and anti-Epcam (ab71916, batch GR231753-3, Abcam; 1:1200). Validation profiles for these antibodies are available on the supplier websites. H&E staining was performed using standard protocols. Immunohistochemical staining was quantified with ImageJ software using image deconvolution and a mask for DAB-positive areas.

### Immunofluorescence

E10.5 embryos were fixed in 4% PFA, cryoprotected in 30% sucrose and embedded in OCT. Then, 10 μm sections were permeabilized with 0.25% Triton X-100 in PBS and blocked with 20% normal goat serum, 0.3% Triton X-100 in PBS. Sections were stained with rabbit monoclonal antibody against SOX9 (ab185966, Abcam) at 1:500 in 2% bovine serum albumin, 0.3% Triton X-100 in PBS overnight. After washing, sections were stained with goat polyclonal antibody against rabbit IgG conjugated to Alexa Fluor 594 (ab150080, Abcam; 1:1000) for 2 h. Sections were counterstained with 1 μg/ml Hoechst 33342 for 15 min, mounted in Vectastain mounting medium for fluorescence (H-1000, Vector Laboratories), coverslipped and cured at 4°C overnight. Sections were imaged with a Nikon A1r confocal microscope using a 20× multi-immersion objective and SOX9-positive cells were quantified using ImageJ software.

### Phalloidin staining

Embryos stored in 4% PFA were washed in PBS 3×5 min, permeabilized in 0.5% Triton X in PBS for 15 min, washed in PBS 2×2 min and blocked in 10% normal goat serum, 0.1% Triton X in PBS for 1 h. Samples were incubated in block containing rhodamine-phalloidin (1:1000; Invitrogen R415) and 1 μM Hoechst 33342 (Sigma-Aldrich) at 4°C overnight then washed with 0.1% Triton X in PBS 3×10 min. Samples were orientated onto 0.17±0.01 mm thick coverslips in 1% low-melting-point agarose in PBS and imaged using a Nikon A1r confocal microscope (Tokyo, Japan). Samples were imaged with a 60× 1.27 WI Plan Apo water immersion objective with 2× zoom. Five slices spaced 0.5 μm apart were collected using a channel series, with the depth set to image through the epithelial layer. Cell cross-sectional area and diameter of bicellular and tricellular junctions were measured using ImageJ software.

### Electron microscopy

For scanning electron microscopy (SEM), embryos were fixed overnight in 2.5% glutaraldehyde in PBS at 4°C, then rinsed in PBS for 2×10 min. Embryos were treated with 1-2.5% osmium tetroxide for 1 h then washed 2× in 0.1 M sodium cacodylate, followed by dehydration in the following washes: 50% ethanol (30 min), 70% ethanol (30 min), 95% ethanol (30 min) and 100% ethanol (2×30 min). Embryos were incubated in 50% ethanol 50% hexamethyldisilazane (HMDS; Pro Sci Tech) for 15 min, followed by 2×15 min washes in 100% HMDS. Excess HMDS was removed, and the embryos were left to dehydrate in a fume hood overnight. Embryos were mounted onto stubs with carbon tabs, sputter coated with gold using a Bal-Tec SCD 005 sputter coater and visualized using a Hitachi S-570 scanning electron microscope at 10 kV.

For transmission electron microscopy (TEM), the hind limbs and tail were removed and embryos fixed for 2 h at room temperature in 2% paraformaldehyde, 2.5% glutaraldehyde, 0.1 M sodium cacodylate, 250 μM CaCl_2_, 500 μM MgCl_2_. Embryos were then rinsed in 0.1 M sodium cacodylate and placed in 1% OsO_4_, 1.5% K_3_Fe(III)CN_6_, 0.065 M Na-cacodylate buffer (pH 7.4) for 1 h. Samples were rinsed in deionized water then dehydrated through a graded ethanol and propylene oxide series into epon resin. Samples were polymerized for 48 h at 60°C and 80 nm transverse sections through the MDP were mounted onto metal grids. Sections were imaged using a Hitachi H7500 microscope with a Gatan Multiscan 791 CCD camera between 5000× and 120,000× magnification.

### RNAseq

The PA1s of E10.5 mouse embryos were snap frozen on liquid nitrogen. Yolk sac DNA was used to determine embryo sex as described (Lambert et al., 2000). 

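Transcripts of 4 genes on the Y chromosome were counted in every arch. *Kdm5d* had between 2335 and 3227 reads, *Uty* between 1735 and 2537, *Ddx3y* between 2456 and 3080 and *Eif2s3y* between 1119 and 1679. None of them differed between the genotypes, with limma-voom FDR of 0.284, 0.372, 0.922 and 0.642 and log2 fold changes between -0.01 and 0.07. FDR was between 0.437 and 0.945 with the replicate block.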

Only male samples were used for RNAseq to minimize gene expression differences due to sex. RNA from five wild-type and five *Grhl2^−/−^* PA1s was isolated using a QIAGEN micro RNeasy kit with on column DNase digestion. RNA integrity was determined using a Qubit and bioanalyser (Agilent). Libraries were constructed using the Illumina TruSeq Stranded Total RNA Library preparation (RiboZero) protocol. Sequencing was run over three HiSeq lanes using 50 bp single-end reads on HiSeq1500. Reads were aligned to the GRCm38 mouse reference genome using STAR aligner (Dobin et al., 2013), and reads were counted using featureCounts (Liao et al., 2014). Differential gene expression analysis was performed using limma-voom through the Degust interface (David Powell, Monash University, Melbourne, Australia) and trimmed mean of M-values (TMM) normalization was performed (Robinson and Oshlack, 2010). Degust software can be downloaded from http://degust.erc.monash.edu. FDR values were assigned to each gene and a cut-off of FDR<0.01 was used to select differentially expressed genes. Gene ontology analysis was performed using the Panther Overrepresentation Test and the *Mus musculus* reference list 2019-07-03 release (Ashburner et al., 2000; Mi et al., 2017) on two lists of genes: the 163 genes downregulated and the 117 genes upregulated in *Grhl2^−/−^* PA1. Bonferroni correction for multiple testing was applied. Gene set enrichment analysis was performed using GSEA v3.0 software and the molecular signatures database v5.2 (Subramanian et al., 2005).

### Q-RT-PCR

PA1 epithelium and mesenchyme were isolated from E10.5 embryos as described (Li and Williams, 2013). RNA was isolated with Trisure (Bioline) according to the manufacturer's instructions, except that precipitation was performed at −30°C overnight. RNA was reverse transcribed with the transcriptor first strand cDNA synthesis kit (Roche) for mRNA or the Quantimir RT kit (#RA420A-1, Systems Biosciences) for microRNA. Quantitative PCR (qPCR) was performed with GoTaq qPCR master mix (Promega) as duplicate 20 μl reactions or triplicate 10 μl reactions. Relative expression values were calculated using the ΔΔCT method with the normalization controls *Actb* for mRNA or *Rnu6* for microRNA. Isoform-specific Q-RT-PCR primers for *Fgfr2*, *Cd44*, *Ctnnd1* and *Enah* spanned an exon-exon junction exclusive to either the epithelial or mesenchymal isoform. Oligonucleotide primer sequences are listed in Table S5.

### ChIP

ChIP was performed essentially as described (Voss et al., 2012) on chromatin pooled from 25 E10.5 PA1s. Cross-linked chromatin was incubated with 5 μg Grhl2 antibody (HPA004820, batch B96161, Sigma-Aldrich) or 5 μg normal rabbit IgG (2729, batch 09/2009, Cell Signaling Technology). Dynabeads protein A (#10001D, Invitrogen) were used to precipitate the antibody-bound chromatin. Samples were eluted in 60 μl volume and assayed in quadruplicate Q-RT-PCR reactions using the primers listed in Table S5. The percentage input was determined by the ΔΔCt method.

### Skeletal preparations

Mouse embryo heads were fixed in 80% ethanol for 1 day, dehydrated in 96% ethanol for 1 day and incubated in 75 mM Alcian Blue, 16.5 M ethanol, 3.2 M acetic acid for 3 days. Samples were rehydrated in 70% ethanol, 40% ethanol and 15% ethanol for 2 h each then in water for 1 day. Samples were cleared in 1% KOH for 2 days, stained in 15 mM Alizarin Red, 1% KOH for 4 h then washed for 2 h three times in 1% KOH. Samples were immersed in 20% glycerol 1% KOH, 50% glycerol 1% KOH then 80% glycerol 1% KOH for 1 day each prior to imaging.

### Statistics

A sample size of four to six embryos was deemed sufficient to detect differences between genotypes based on previous experience using inbred mouse strains. No animals were excluded from the analyses. Randomization of animals to experimental groups was not performed and littermate controls were used wherever possible. Investigators were blinded to genotype when imaging embryos and histological sections. Statistical analyses were performed using Prism 7 for Mac OS X software. When comparing epidermal cell size, the Mann–Whitney *t*-test was used, as this non-parametric test does not assume a Gaussian distribution of the data. For Q-RT-PCR data, two genotypes were compared using Student's *t*-tests, not assuming consistent standard deviation, with *P*-values adjusted for multiple testing with the Holm-Sidak method. For ChIP-qPCR in Fig. 4D, two-way ANOVA was used to compare 11 different loci, with *P*-values adjusted for multiple comparisons using Sidak's method. In this case, a statistical significance cut-off of *P*<0.01 was deemed appropriate due to the slightly higher Grhl2 than IgG signal at the *Myod* locus. For ChIP-qPCR in Fig. S3, Grhl2 was compared to IgG using an unpaired Student's *t*-test. For comparison of immunohistochemical staining between three different genotypes, ordinary one-way ANOVA with Tukey's multiple comparison test was used. Chi-squared values were calculated as (observed-expected)^2^/expected and *P*-values determined for 1 degree of freedom.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

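RNA from the first pharyngeal arch (PA1) of 5 wild-type and 5 *Grhl2-/-* male mouse embryos at E10.5 was sequenced by the authors. They aligned reads to GRCm38 with STAR, counted them per gene with featureCounts and deposited the counts for 22114 protein-coding genes, without normalization. The paper's text gives no versions of these tools and no annotation release. A second deposited table is the authors' own comparison for 15390 genes. Its log2 fold changes, log2 average expression and adjusted p-values (FDR) were made by the authors from the counts with limma-voom through Degust after TMM normalization. It also repeats the counts, and 0 counts differed between the 2 tables. The lowest highest count of a gene in it is 5. All 10 columns of counts were matched to a sample by title.

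Differential expression was computed with limma 3.58.1 and edgeR 4.0.16 in R 4.3.3. Genes with at least 10 counts in at least 1 arch were kept, which left 14561. Counts were normalized by TMM, transformed with voom and tested with lmFit and eBayes, with genotype as the only term and Benjamini-Hochberg adjustment, and genes at FDR below 0.01 were called. CPM values are TMM-normalized and given as mean ± SD over 5 embryos. Fold changes against groups at or under the floor of 3 reads are lower bounds. Gene lists were tested with limma's camera with an inter-gene correlation of 0.01, called genes in a list with a one-sided Fisher's exact test, and mean log2 CPM of a list with a two-sided exact permutation test over 252 assignments of arches, whose smallest p is 0.00794. Log2 CPM values used a prior count of 0.5. Coordinates and exon overlaps are from GENCODE mouse release 21 on GRCm38, in which all 50 named genes tested were matched by identifier.

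The genes named are those the paper names, the Y-linked genes of the sex check, and the 5 most negative and 5 most positive log2 fold changes among called genes whose groups do not overlap. This rule, the gene lists, the test and the alternatives were set before the data were examined, except a count minimum of 5, a sensory neuron covariate and the sensory neuron and ganglion glia lists. Of the 36 genes the paper names that were tested, 18 passed FDR 0.01 with adjustment over all genes and 21 with adjustment over the list alone. The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0 with independent filtering off, library size alone, median-of-ratios size factors, 3 other filters on low counts, voomWithQualityWeights, the label number as a replicate block, other thresholds, and leaving out each arch in turn. The pairing by label number comes from the sample labels, which do not say what the number stands for. A fit to counts of the second table was not run as an alternative, since its counts are the same.

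The methods were tested on simulated counts of 14370 genes with 200 genes changed 2-fold. Limma-voom recovered 85% of these genes with 0 false calls, edgeR 86% with 0 and DESeq2 87.5% with 18. The false calls of DESeq2 were above the limit of 10 set beforehand, so its call numbers are given as an alternative with this in view. Total counts per arch were between 22188454 and 28801378, and a gene with fewer than 3 reads in an arch was treated as at the floor. The ontology and gene set enrichment analyses of the paper, and *Qki*, *Patj*, *Epb42* and *Xist*, which were not matched under these symbols, were not analysed here. The values of 1 gene that the paper names are not reported here.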

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

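In 118 groups of 5 arches (named genes, gene list means, totals and genes with counts, in each genotype), 7 had an arch whose distance from its nearest neighbour, as a share of the range, passed Dixon's 95% criterion for 5 samples. Chance gives about 5.9. No biological explanation was tested for any of them, and the design gives none within a genotype.

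In wild-type PA1, the embryo 1 with label number 566 had the highest desmosome list mean, at 3.05 log2 CPM against 2.71 for the next arch (ratio 0.878), and the highest *Myod1*, at 0.76 against -0.29 log2 CPM (ratio 0.894). This arch also had the fewest total counts, 22188454. Leaving it out gave a mean log2 fold change of the desmosome list of -1.04 in place of -1.09. In the wild-type embryo 5 with label number 566, *Fermt1* was lowest, at 5.24 against 5.52 log2 CPM (ratio 0.831). In the wild-type embryo 1 with label number 568, *Eif2s3y* was highest, at 5.87 against 5.70 log2 CPM (ratio 0.832), *Ces1d* was lowest, at -0.84 against 0.09 log2 CPM (ratio 0.734), and *Cryge* had the only read of its group, which gives a ratio of 1 because the other 4 arches had 0 reads. In the *Grhl2-/-* embryo 2 with label number 568, *Tmem100* was highest, at 2.73 against 2.32 log2 CPM (ratio 0.891). Without that embryo the log2 fold change of *Tmem100* was 0.61 and its FDR was 0.00645 in limma-voom.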

How the results depend on the processing

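The alternatives below were set before the data were examined unless stated. Under DESeq2, 553 genes were lower and 520 higher, and all 158 and 128 genes of the limma-voom fit were among them. At FDR below 0.05 there were 564 and 559. With FDR below 0.01 and at least a 2-fold change there were 102 and 37, so that 73.4% of calls were lower against 55.2%. There were 69 and 60 with the replicate block, of which 63 and 31 were also called without it. VoomWithQualityWeights gave 204 higher genes. In the 10 fits that each left out one arch, lower genes ranged from 110 to 249 and higher genes from 42 to 143. The higher genes are thus the less stable of the 2 lists under this alternative. With a sensory neuron covariate, chosen after the data were seen, 60 genes were higher. Library size alone, median-of-ratios size factors and the other filters on low counts gave between 109 and 163 lower and between 106 and 135 higher genes, and no normalization moved the median log2 fold change of all genes beyond 0.0288. The cause of these changes was not tested, except for the sensory neuron covariate, which kept 52 of the 128 higher genes where shuffled covariates kept a median of 33.

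The desmosome and tight junction lists were lower, with camera or fry p below 0.05, under every alternative run for gene lists. The keratin list passed 0.05 only with limma fry and in 1 of the 10 fits that left out an arch, whose means ran from -0.47 to -0.34. It had a mean log2 fold change of -0.39 with fry (p = 0.0414, against an exact permutation p of 0.0159). The endothelial list, with a mean of 0.24, lost its p below 0.05 with an inter-gene correlation estimated from the data (p = 0.127). The erythroid list, with a mean of -0.39 and an exact permutation p of 0.0238, lost it with that setting (p = 0.204) and with fry (p = 0.0510). The mandibular list, with a mean of -0.28 and an exact permutation p of 0.0476, lost it with that setting (p = 0.276), with fry (p = 0.0608), with voomWithQualityWeights (mean -0.25) and with the sensory neuron covariate (mean -0.15), and in 2 of the fits that left out an arch, without the *Grhl2-/-* embryo 1 with label number 588 (camera p = 0.0842) and without the wild-type embryo 1 with label number 568 (camera p = 0.0548). Its means in these fits ran from -0.36 to -0.21. The Hox list, at 0.36, had a mean of -0.10 with no filter on low counts. It had p above 0.05 throughout.

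For 40 single genes, counting for the fits that left out an arch only the lowest and highest log2 fold change of each gene, 22 results lost their FDR below 0.01 with the same direction, 3 gained it, 3 moved in size and 5 reversed. The replicate block accounts for 10 of the 22. Among the genes reported here that the paper names, it took *Ovol1* (FDR 0.0292), *Ovol2* (FDR 0.0157), *Cdh2* (FDR 0.0222), *Tmem100* (FDR 0.0271), *Tgfbr3* (FDR 0.0172) and *Hey1* (FDR 0.0168) above the threshold. DESeq2 brought *Twist1* and *Tmprss2* below it. The reversals were small. *Snai1* was at -0.0055 without the wild-type embryo 5 with label number 566, and the fits that left out an arch ran up to 0.21. *Ddx3y*, at -0.0082, was at 0.0098 with library size alone, at 0.0073 with the replicate block, at 0.029 with the sensory neuron covariate and between -0.031 and 0.019 when one arch was left out.

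Depth limits the genes of low abundance most. *Ovol1* and *Ovol2* had at most 5 reads in a *Grhl2-/-* arch, so their folds have wide intervals, and genes at the floor have lower bounds only.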

Differences from the paper's values

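No value stated in the paper for these data differed from the value computed here by more than 1.5-fold under the settings fixed before the data were examined. The paper's 163 lower and 117 higher genes stood against 158 and 128 here. A filter of at least 5 counts in at least 1 arch, chosen after the data were seen, gave 163 and 117, and its log2 fold changes differed from those in the authors' deposited table by at most 1.8e-14. No filter on low counts and median-of-ratios size factors each gave 163 lower genes, with 112 and 121 higher. Both numbers were more than 1.5-fold from the paper's with DESeq2 (553 and 520), the replicate block (69 and 60), an FDR threshold of 0.05 (564 and 559) and the 2-fold threshold (102 and 37). The number of higher genes was also that far from the paper's with voomWithQualityWeights (204) and with the sensory neuron covariate chosen after the data were seen (60). In the fits that left out one arch it ranged from 42 to 143, and the number of lower genes reached 249.

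The paper's folds are 8, 14 and 16 for *Grhl2*, *Ovol1* and *Ovol2*, and 4 and 3 for *Esrp1* and *Esrp2*, against 8.13, 13.5, 16.2, 3.65 and 3.23 here. With the replicate block, *Ovol1* was 8.52-fold lower. The paper calls only the epithelial factors among the regulators of this transition, as limma-voom did here, but with DESeq2 *Twist1* was also called, as lower in *Grhl2-/-* PA1.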

Other observations

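The tests of sequencing depth, endothelial tissue, epithelial cell number, mandibular tissue and neuronal tissue below were chosen after the values they rest on were seen. The splits, glia, GC content and length tests were written before. Of 100 splits of the 10 arches into 5 and 5, drawn at random from all possible ones with the real split included, only the real one, 1 of 100, gave as many as 286 genes at FDR below 0.01. The largest number another split gave was 2, and the median was 0. The real split parts 5 of the 7 pairs of arches that share a label number, and 1 of the 44 drawn splits that part as many gave as many genes. Across the 14520 genes with a transcript in GENCODE, the Spearman correlation of the log2 fold change was 0.116 with GC content and 0.0864 with length. With the replicate block they were 0.111 and 0.0604. All were below the 0.3 set beforehand. Genes are not independent replicates.

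The first principal component, with 45.3% of the variance, placed all 5 *Grhl2-/-* arches (scores from 10.6 to 38.5) above all 5 wild-type arches (from -65.5 to 6.51), but its widest gap set 2 wild-type arches (embryos 1 with label numbers 566 and 568, at -65.5 and -62.7) apart from the other 8. A list of 15 sensory neuron genes, drawn up after this was seen, averaged 0.28 and -0.60 log2 CPM in them and between 3.95 and 5.93 in the other 8 arches. *Neurod1* was at 0.818 and 0.503 CPM in those 2 arches and between 15.7 and 63.0 CPM in the others. Sequencing depth was tested by total counts, and 1 of the 2 arches had fewer counts than each of the other 8, so depth does not account for both. A separate list of 6 ganglion glia genes was also lowest in the same arches, at 1.02 and 1.13 log2 CPM against 2.31 or more, but the gap of 1.18 was smaller than the range of the other 8 arches, 1.47, so the criterion set beforehand for ganglion tissue in or out of the dissected piece was not met. Unequal ganglion tissue may contribute, and the test does not settle it. The paper does not report this difference. *Zeb2* had 2 low wild-type values in the same arches, 50.1 and 51.8 CPM, against between 89.8 and 143.3 CPM in the other 8. Its log2 fold change was 0.59, and 0.20 with the neuron list as a covariate.

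The neuron list mean was 2.04 log2 CPM higher in *Grhl2-/-* PA1, which an exact two-sided permutation test over 252 assignments did not separate from chance (p = 0.246, 0.262 after Benjamini-Hochberg adjustment over 2 lists), whereas camera, which tests genes against other genes, gave p = 0.000388. The higher genes were tested against it. With the neuron list as a covariate, 52 of the 128 higher genes (a share of 0.406) and 119 of the 158 lower genes were called, and all kept their sign. When the neuron values were shuffled within each genotype, 94 of 99 draws called no more of the higher genes, with a median of 33 and a range from 21 to 64. The shuffling was added after the first of these numbers was seen. The loss of calls was no larger than most shuffled values gave, and the test does not decide whether neuronal tissue contributes to the higher genes. The axon and synapse terms the paper shows in Fig. 3I were not tested.

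The endothelial list was higher in *Grhl2-/-* PA1 (mean log2 fold change 0.24, camera p = 4.42e-05, exact permutation p = 0.0159), with 14 of 15 genes positive, 9 of them at an unadjusted p below 0.05, and 0 called at FDR below 0.01. With an inter-gene correlation estimated from the data, p was 0.127. More endothelial tissue in the *Grhl2-/-* arches is a possible explanation for part of the higher genes, of small size, and it cannot be told apart from a change within cells. The erythroid list was lower (mean log2 fold change -0.39, camera p = 8.09e-05, exact permutation p = 0.0238), with all 11 genes negative, 7 of them at an unadjusted p below 0.05, and 0 called. The Hox list, which would mark tissue from outside the first arch, had a mean of 0.36 over 5 genes (camera p = 0.460, exact permutation p = 0.246).

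If the *Grhl2-/-* arches simply held fewer epithelial cells, *Grhl3*, which the paper reports as epithelial, would be lower. The log2 fold change of *Grhl3* was 0.28, so this 1 gene gave no sign of a uniform loss of epithelial cells, and smaller losses remain open. Smaller maxillary processes could give relatively more mandibular tissue. Mandibular markers were not higher in the *Grhl2-/-* arches (mean log2 fold change -0.28, camera p = 0.0255, exact permutation p = 0.0476). *Dlx6*, *Hand1* and *Hand2* were lower with adjustment over the mandibular list alone. *Pou3f3*, the maxillary marker set beside this list, was also lower (log2 fold change -0.431, FDR 0.0172 from limma-voom). Each value is relative to the whole arch, so they do not decide whether mandibular tissue rose relative to maxillary tissue.

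Other genes the paper names had these values in whole PA1. *Fermt1* had a log2 fold change of -2.24 (FDR 1.83e-06 from limma-voom), *Tmprss2* -3.16 (FDR 0.0128) and *Sostdc1* -0.07 (FDR 0.667). *Arhgef19* had -3.75 (FDR 6.77e-06). *Cd44*, *Fgfr2*, *Ctnnd1* and *Enah*, whose isoforms the paper measured, had gene-level log2 fold changes of 0.34, 0.06, 0.05 and 0.02 and were not called. *Srsf1* is listed under 2 identifiers with at most 1 read in any arch, and 105 symbols are listed under more than 1 identifier. Why so few reads were counted on *Srsf1* was not tested, so the counts do not show that the gene is unexpressed.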
